# Melatonin potentiates the cytotoxic effect of Neratinib in HER2^+^ breast cancer through promoting endocytosis and lysosomal degradation of HER2

**DOI:** 10.1038/s41388-021-02015-w

**Published:** 2021-09-23

**Authors:** Zundong Liu, Xiaolin Sang, Min Wang, Yichao Liu, Jiao Liu, Xuefei Wang, Pixu Liu, Hailing Cheng

**Keywords:** Breast cancer, Targeted therapies, Cell signalling, Endocytosis

## Abstract

Complete blockade of the HER2 protein itself and HER signaling network is critical to achieving effective HER2-targeted therapies. Despite the success of HER2-targeted therapies, the diseases will relapse in a significant fraction of patients with HER2^+^ breast cancers. How to improve the therapeutic efficacy of existing HER2-targeted agents remains an unmet clinical need. Here, we uncover a role of Melatonin in diminishing HER2-mediated signaling by destruction of HER2 protein. Mechanistically, Melatonin treatment attenuated the protective effect of the HSP90 chaperone complex on its client protein HER2, triggering ubiquitylation and subsequent endocytic lysosomal degradation of HER2. The inhibitory effect of Melatonin on HER2 signaling substantially enhanced the cytotoxic effects of the pan-HER inhibitor Neratinib in HER2^+^ breast cancer cells. Lastly, we demonstrate that dual inhibition of HER2 by combined use of Melatonin and Neratinib effectively blocked the growth of HER2^+^ breast tumor xenografts in vivo. Our findings shed light on the potential use of Melatonin in a novel dual HER2 blockade strategy for HER2^+^ breast cancer treatment.

## Introduction

Amplification/overexpression of human epidermal growth factor HER2/ERBB2 is present in 20% of breast cancer. To date, HER2 positivity remains the only biomarker with demonstrated clinical utility in anti-HER2 targeted therapies [1]. Several classes of HER2-targeted agents have been developed for the treatment of HER2-positive (HER2^+^) breast cancer, including monoclonal antibodies (Trastuzumab and Pertuzumab), small molecule tyrosine kinase inhibitors (Lapatinib and Neratinib) and antibody-drug conjugates (trastuzumab emtansine T-DM1) [1–4]. While the clinical application of HER2-targeted agents has greatly improved the prognosis of HER2^+^ breast cancer, the diseases will inevitably relapse. The effectiveness of HER2-targeted treatments relies on more complete blockade of the HER2 protein itself and HER signaling network [1, 4]. Combinatorial HER2 blockade by combining different classes of HER2-targeted agents has demonstrated superior anti-tumor activity to anti-HER2 monotherapy in the preclinical and clinical settings [2–4]. However, how to improve the efficacy of existing therapeutics and identify more effective combinatorial strategies remains a pressing need for HER2^+^ breast cancer.

Neratinib, a next-generation irreversible small molecule inhibitor of receptor tyrosine kinases (HER1/EGFR, HER2, and HER4), has been recently approved for the treatment of HER2^+^ breast cancer [3–8]. Neratinib is a more potent inhibitor than the dual EGFR/HER2 tyrosine kinase inhibitor (TKI) Lapatinib, potentiating the cytotoxic effect of trastuzumab in HER2^+^ breast cancer cell lines [3, 9]. It has been reported that Neratinib has the ability to overcome Lapatinib resistance caused by incomplete inhibition of HER kinases [9, 10]. However, several mechanisms of resistance to Neratinib have been reported including dysregulated BCL2 family member expression and increased activity of Neratinib metabolizing enzyme cytochrome P450 CYP3A4 [11, 12]. In addition, somatic activating HER2 mutations have been detected in HER2^+^ breast cancer patients subjected to ongoing SUMMIT “basket” trial of Neratinib (NCT01953926), suggesting hyperactivation of HER family kinases may confer resistance to Neratinib [13]. There is thus an urgent need to identify novel targeted therapeutic combinations to improve the efficacy of Neratinib by abrogating the aberrant expression or activation of HER2 in the treatment of HER2^+^ or HER2-mutated breast cancer.

Melatonin is a natural hormone secreted by the pineal gland of human and mammals. Numerous studies including our recent work have reported Melatonin exhibits antitumor properties through diverse mechanisms of action [14–20]. In the current study, we investigated the potential effect of Melatonin as single agent and in combination with Neratinib in the treatment of HER2^+^ breast cancer cell lines. Interestingly, our study reveals an unexpected role of Melatonin in dysregulating HER2 protein stability and potentiating the cytotoxic effect of Neratinib in HER2^+^ breast cancer.

## Results

### Melatonin treatment recapitulates the effects of HER2-targeted agents

We first examined the effect of Melatonin on cell survival in three HER2^+^ breast cancer cell lines that carry oncogenic PIK3CA mutations, including HCC1954 (HER2 amplification, PIK3CA H1047R) and MDA-MB-361 (HER2 amplification, PIK3CA E545K), and MCF7 (PIK3CA E545K) with ectopic overexpression of HER2 (MCF7/HER2). Melatonin treatment resulted in significantly increased cell death in a time- and dose-dependent manner (Fig. 1A and Supplementary Fig. 1A). 

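HCC1954 is a breast cancer cell line with amplified HER2. The cells were treated for 24 h with Vehicle (DMSO), 2 mM Melatonin, 1 µM Lapatinib (a kinase inhibitor of EGFR and HER2) or both drugs together. Each of the 4 groups has 3 RNA-Seq libraries made from poly(A) RNA. The paper's comparison is between the 3 Vehicle and 3 Melatonin libraries, and the 6 libraries with Lapatinib are not reported in it. The authors deposited an FPKM value (fragments scaled by exon length and a factor for each library) for each of 35182 genes in each library, and the paper's text does not name the aligner, the counting program or the genome build. With the exon lengths of GENCODE release 29 (GRCh38), the values of 31707 genes (90.1%) were whole numbers of reads, and for the other 3475 genes the reads were taken from a common unit of the gene's values and may be too low by a shared factor. The reads recovered in this way summed to between 23124681 and 26992109 in the Vehicle libraries (median 24367078), between 20931570 and 22251113 with Melatonin (median 21574176), between 21083355 and 24329524 with Lapatinib (median 22594594) and between 24223604 and 25875424 with both drugs (median 25054093). The FPKM values were not scaled to these totals but to median-of-ratios size factors, so that the summed FPKM differed between libraries, from 251464 to 300004. From there, values were taken as log2(FPKM + 1), which understates the change of genes with low values, and the 14856 genes with a mean FPKM of at least 0.5 over the 12 libraries were tested with limma (moderated variances with an intensity trend, Benjamini-Hochberg adjustment). Replicates differed by more than the sampling noise of their reads, and no library was a copy of another. Vehicle replicate 3 stood apart from the other Vehicle libraries, with a chi-square per degree of freedom of 12.1 and 15.3 against them, compared with 3.91 between those.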

To understand the cytotoxic effect of Melatonin on HER2^+^ breast cancer cells, we recently performed transcriptome profiling of the HCC1954 cells treated with or without Melatonin by RNA sequencing (RNA-Seq, GSE175906). 

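The genes that the heatmap of Supplementary Fig. 1B shows were read from the figure: 44 for EMT, 49 for SRC, 8 for NF-κB and 24 for IL6-JAK-STAT3. They are leading-edge subsets that the paper chose on the same 6 libraries, so their direction here is not independent evidence, and the whole sets were not analysed here. Of these genes, 29, 40, 4 and 12 reached the FPKM minimum. Every one of them was lower in the Melatonin-treated cells, and in each the 3 Melatonin libraries lay below the 3 Vehicle libraries, which chance gives for 10% of genes in either direction. The median log2 fold change was -0.82 for EMT (adjusted p = 2.09e-14 from limma's camera test with a preset correlation, adjusted over the lists tested together). It was -0.49 for SRC (adjusted p = 5.97e-15 from limma's camera), -1.12 for NF-κB (0.000314) and -0.45 for IL6-JAK-STAT3 (2.72e-06). Over all genes tested, 29 EMT genes, 38 SRC genes, 4 NF-κB genes and 11 IL6-JAK-STAT3 genes had an adjusted p under 0.05, and adjusted over the list alone the numbers were 29, 40, 4 and 12. All 4 lists also passed the threshold with limma's fry rotation test. With the correlation between genes estimated from the data, 3 lists passed it and NF-κB did not (adjusted p = 0.0631 from limma's camera). The setting that moved a median most was the one without a minimum FPKM, where all 8 NF-κB genes entered and their median was -0.37. The paper bases its statement on the enrichment scores of the whole sets when all genes are ranked between Vehicle and Melatonin (Fig. 1B, C).

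**Figure D1:**
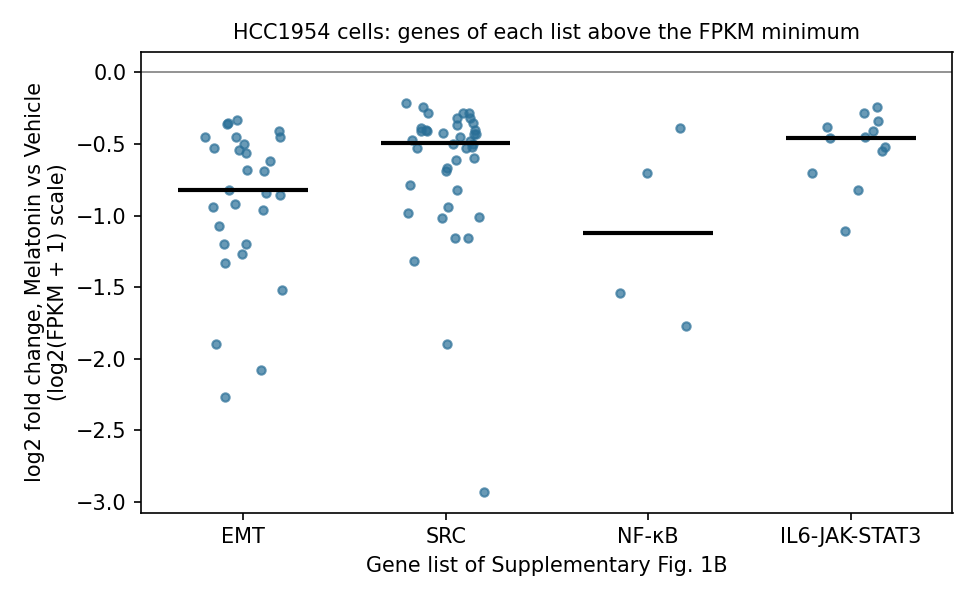
Log2 fold change, on the log2(FPKM + 1) scale, of each tested gene of the EMT, SRC, NF-κB and IL6-JAK-STAT3 lists in HCC1954 cells treated with Melatonin against Vehicle. Each point is one gene estimated from 3 libraries per group, the black bars are the list medians, and all points lie below 0.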

The gene set enrichment analysis (GSEA) revealed that Melatonin treatment was significantly inversely associated with enrichment of gene sets including EMT, KRAS, SRC, NF-κB, and IL6-JAK-STAT3 (Fig. 1B, C, Supplementary Fig. 1B), all of which have been previously linked to the therapeutic effects of HER2-targeted therapies [2, 21–24]. Consistent with these findings, Melatonin treatment led to markedly decreased phospho-AKT, phospho-ERK, phospho-SRC signals, and phospho-NF-κB signals, as well as attenuated EMT signature (reduced N-cadherin and increased E-cadherin expression) in HCC1954 cells (Fig. 1D). The observation that Melatonin treatment recapitulates many effects caused by HER2-targeted agents prompted us to investigate whether Melatonin may influence the expression and/or activity of HER2 itself.

**Fig. 1:**
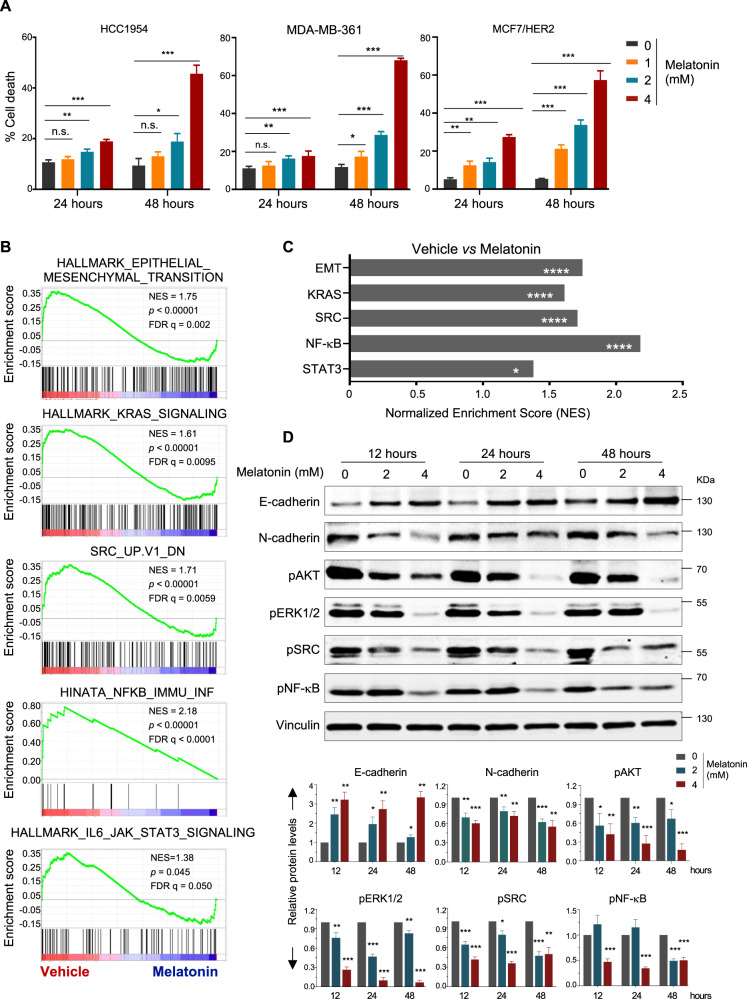
Melatonin inhibits HER2 downstream signaling in HER2+ breast cancer cells. **A** Cell death in the HER2^+^ breast cancer cells treated with Melatonin was determined by PI staining and FACS analysis. Drug treatment conditions were shown as indicated. Quantitation for three independent experiments is shown. Data are shown as Mean ± S.D. **B** Gene Set Enrichment Analysis (GSEA) of gene sets associated with Melatonin treatment in HCC1954 cells. Melatonin, 2 mM, 24 h. Normalized Enrichment Score (NES), *p* value and FDR q values of the correlation are shown. **C** The quantification of signatures downstream of HER2 as shown in **B**. **D** Western blot analysis of HER2 downstream signaling proteins in HCC1954 cells treated with Melatonin. Drug treatment conditions were shown as indicated. Vinculin was used as a loading control. The quantification of protein abundance is shown. Data are representative of three independent experiments. n. s., not significant. *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t* test).

### Melatonin decreases HER2 protein stability

We next investigated whether Melatonin regulates HER2 protein levels. Indeed, HER2 protein abundance is markedly reduced in all three cell lines treated with Melatonin (Fig. 2A). To examine whether Melatonin decreases HER2 through downregulation of its transcription, we conducted quantitative reverse transcription PCR (qRT-PCR) analysis. Melatonin treatment did not downregulate HER2 mRNA levels (Supplementary Fig. 2), suggesting that Melatonin-induced reduction at HER2 protein levels cannot be explained at the mRNA level of HER2.

**Fig. 2:**
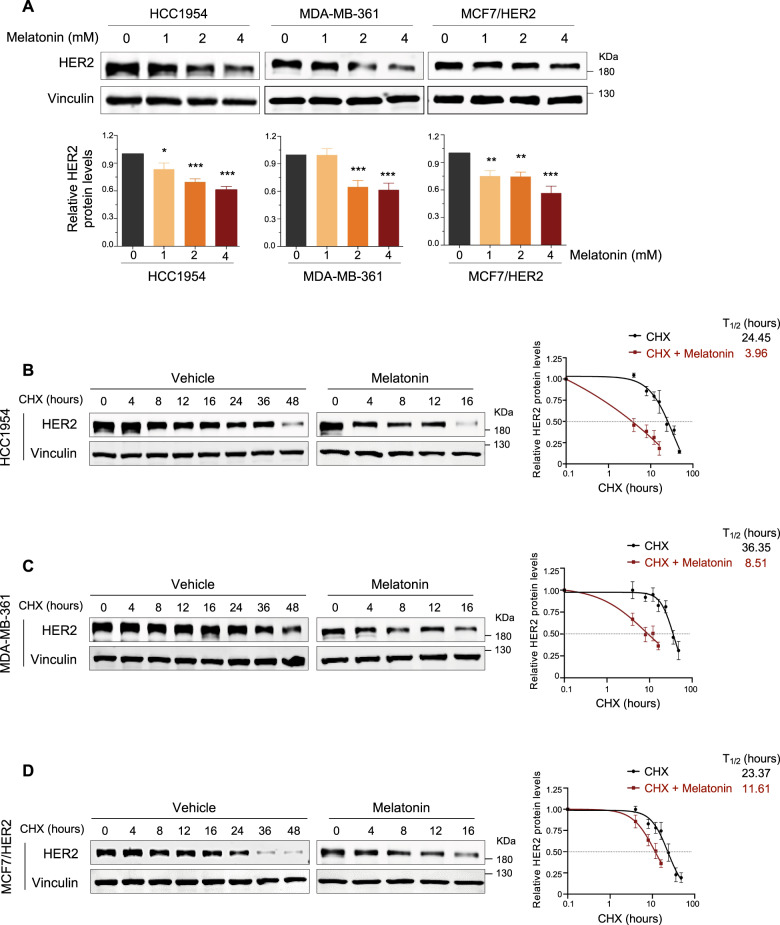
Melatonin decreases the stability of HER2 protein in HER2+ breast cancer cells. **A** Western blot analysis of HER2 protein levels in the HER2^+^ breast cancer cells treated with Melatonin at the indicated concentrations for 24 h. Western blot analysis of HER2 proteins levels in the cells treated with Vehicle control or Melatonin for 24 h followed by the addition of cycloheximide (CHX) treatment for the indicated time. Melatonin, 2 mM. CHX, HCC1954 (**B**), 20 μg/ml; MDA-MB-361(**C**), 40 μg/ml; MCF7/HER2 (**D**), 150 μg/ml. Vinculin was used as a loading control. The quantification of HER2 protein abundance and half-lives are shown. *T*_1/2_, half-lives. Data are representative of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t* test).

Next, we asked whether Melatonin may affect HER2 protein stability. For this, we examined the effect of Melatonin on existing HER2 protein pools in HER2^+^ breast cancer cells using the protein synthesis inhibitor cycloheximide (CHX). As expected, the HER2 protein level gradually decreased in the vehicle-treated cells after CHX treatment in a time-dependent manner. In contrast, more striking degradation of HER2 was observed in the Melatonin-treated cells (Fig. 2B–D). Together, these results suggest that Melatonin treatment decreases HER2 protein stability.

### Melatonin treatment destructs HER2 through promoting its endocytosis and lysosomal degradation

Receptor stability is known to be regulated by ubiquitin-proteasomal and/or lysosomal mechanisms [25–28]. We next sought to understand how Melatonin mediates HER2 downregulation. Interestingly, we found that proteasome inhibition by either MG132 or Velcade further reduced HER2 protein abundance upon treatment with Melatonin (Fig. 3A, B). In contrast, the lysosome inhibitor Bafilomycin A1 (BAF) restored the reduced HER2 levels (Fig. 3C), suggesting that Melatonin may induce HER2 downregulation primarily through the endocytic lysosomal degradation.

**Fig. 3:**
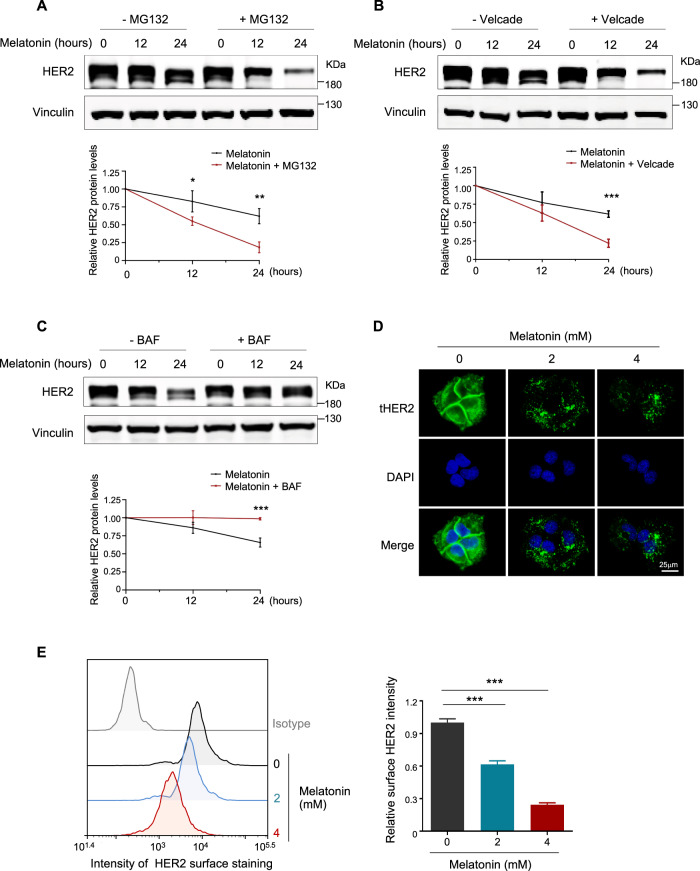
Melatonin decreases HER2 protein levels through lysosomal degradation. HCC1954 cells were treated with proteasome inhibitor MG132 (**A**) or Velcade (**B**) for 0.5 h or DMSO as control followed by the addition of Melatonin (0, 12, and 24 h). Western blot analysis and quantification of HER2 protein levels were shown. Melatonin, 2 mM; MG-132, 10 μM; Velcade, 500 nM. Vinculin was used as a loading control. **C** HCC1954 cells were treated with lysosome inhibitor BAF for 0.5 h or DMSO as control followed by the addition of Melatonin (0, 12, and 24 h). Western blot analysis and quantification of HER2 protein levels were shown. Melatonin, 2 mM; Bafilomycin A1 (BAF), 20 nM. **D** Representative images of immunofluorescent staining of HER2 in the HCC1954 cells treated with Melatonin at indicated concentrations for 24 h. Scale bar, 25 μm. **E** Flow cytometric analysis of HER2 protein levels on the surface of cells as in **D**. Quantification of HER2 abundance is shown as Mean ± S.D. Data are representative of three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t* test).

Receptors can be internalized from plasma membrane and subjected to degradation by the endosomal-lysosomal pathway [26, 28–30]. To examine the potential role of Melatonin in HER2 endocytosis, we first examined the effect of Melatonin on the cellular localization of HER2 protein in HER2^+^ breast cancer cells. While HER2 protein was expressed strongly on the membrane and diffused in the cytoplasm of the untreated HCC1954 cells, HER2 appeared as intracellular puncta in the Melatonin-treated cells (Fig. 3D), suggesting that Melatonin may induce HER2 subcellular trafficking. Consistently, flow cytometric analysis revealed that Melatonin treatment markedly reduced the amount of HER2 present on the cell surface in a dose-dependent manner (Fig. 3E and Supplementary Fig. 3). These data implicate a potential role for Melatonin in promoting HER2 endocytosis.

The molecular chaperone system involving HSP90 and HSP70 isoforms (HSP70 and HSC70) has been shown to protect their client protein such as HER2 from ubiquitin-mediated endocytosis [31, 32]. Melatonin treatment resulted in decreased expression of HSP90 and HSC70 and a compensatory increase in HSP70 expression (Fig. 4A), similar to the effect of HSP90 inhibitor 17-AAG [33]. Meanwhile, the amounts of HSP90 co-immunoprecipitated with HER2 were also markedly reduced in the Melatonin-treated cells, suggesting that Melatonin may induce dissociation of HSP90 from HER2 (Fig. 4B). Meanwhile, Melatonin treatment led to increased levels of ubiquitylated HER2 (Fig. 4B). In addition, immunofluorescence staining analysis revealed that Melatonin treatment yielded evident localization of internalized HER2 as puncta structures to endosomal compartment stained with EEA1 (an early endosome marker) (Fig. 4C). Moreover, HER2 was found to colocalize with LAMP1 (a late endosome/lysosomal marker) in the Melatonin-treated HCC1954 cells (Fig. 4D). Together with our finding that the lysosome inhibitor BAF could rescue downregulation of HER2 induced by Melatonin (Fig. 3C), these data support the notion that Melatonin destructs HER2 through promoting its endocytosis and lysosomal degradation.

**Fig. 4:**
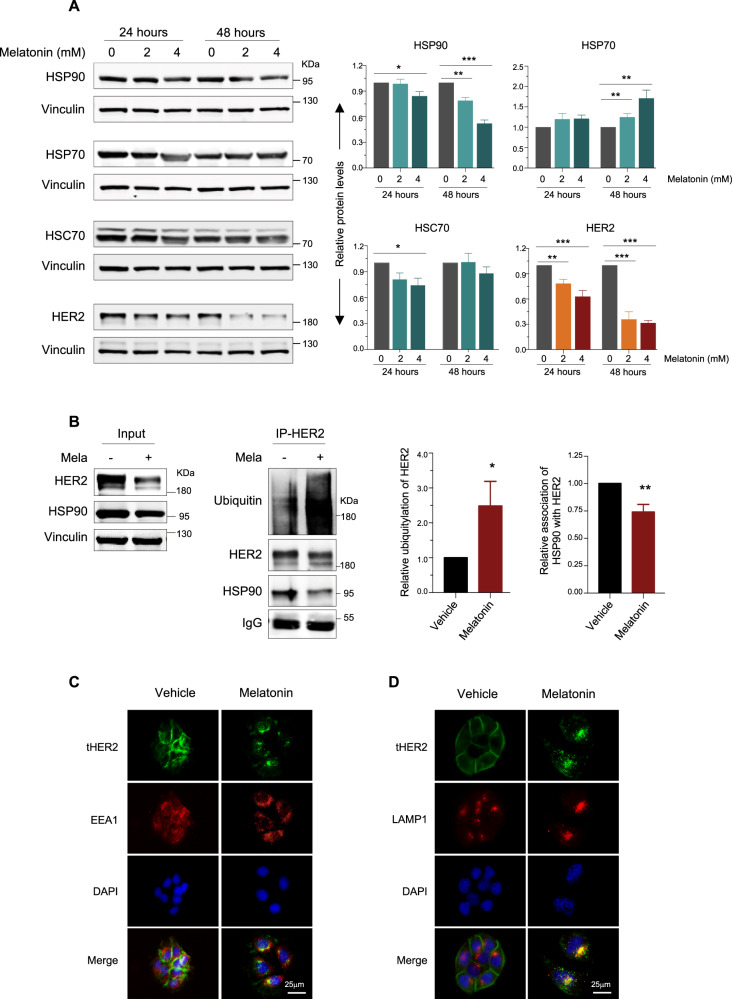
Melatonin induces ubiquitylation of endocytosed HER2 through reducing the expression of HSP90 and its association with HER2. **A** Western blot analysis of proteins as indicated in the HCC1954 cells treated with or without Melatonin. Drug treatment conditions were shown as indicated. Vinculin was used as a loading control. The quantification of protein abundance is shown. **B** Co-Immunoprecipitation (Co-IP) of HER2 and HSP90 from the lysates of the Melatonin-treated HCC1954 cells or control cells. Melatonin, 2 mM, 48 h. Co-immunoprecipitated HSP90 and ubiquitylated HER2 band intensities were quantified and adjusted to the corresponding normalized HER2 signal and shown in the bar charts. Data from three independent experiments are shown as Mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t* test). C Representative images of immunofluorescent staining of HER2 and EEA1 proteins in the HCC1954 cells treated with 2 mM Melatonin for 24 h. **D** Representative images of immunofluorescent staining of HER2 and LAMP1 proteins in the HCC1954 cells treated as in **C**. Scale bar, 25 μm.

### Melatonin enhances the cytotoxic effect of Neratinib in HER2^+^ breast cancer cells

Built upon our finding that Melatonin decreases HER2 protein stability in this study, we next investigated whether Melatonin could potentiate the therapeutic effect of the pan-HER kinase inhibitor Neratinib in the treatment of HER2^+^ breast cancer cells. To test this hypothesis, we assessed the response of HER2^+^ breast cancer cell lines to these drugs as single-agents or in combination. In all four breast cancer cell lines tested, we observed synergistic treatment response as evaluated by the CalcuSyn model (Supplementary Fig. 4A–C). We further examined the synergistic growth inhibitory effects of the drug combination by clonogenic survival assays. Combined use of Melatonin and Neratinib induced a significantly stronger growth inhibitory effect than either single-agent treatment (Fig. 5A, B). To examine the effect of drug combination on the migration potential of HER2^+^ breast cancer cells, we conducted the wound-healing assays. We found that the gaps between the scratched area were larger in the Melatonin + Neratinib group than those in the single-agent group 48 h post-wounding (Fig. 5C). While single-agent Neratinib [27], and Melatonin to a lesser extent, attenuated HER2 protein abundance as well as phospho-HER2 signal, the combination treatment yielded a more potent inhibitory effect (Fig. 5D). Consistently, while Melatonin or Neratinib alone yielded a moderate cytotoxic effect, the combination treatment resulted in substantially increased cell death (Fig. 5E). Together, these data indicate that the combination of Melatonin and Neratinib exerts synergistic therapeutic activity against HER2^+^ breast cancer cells.

**Fig. 5:**
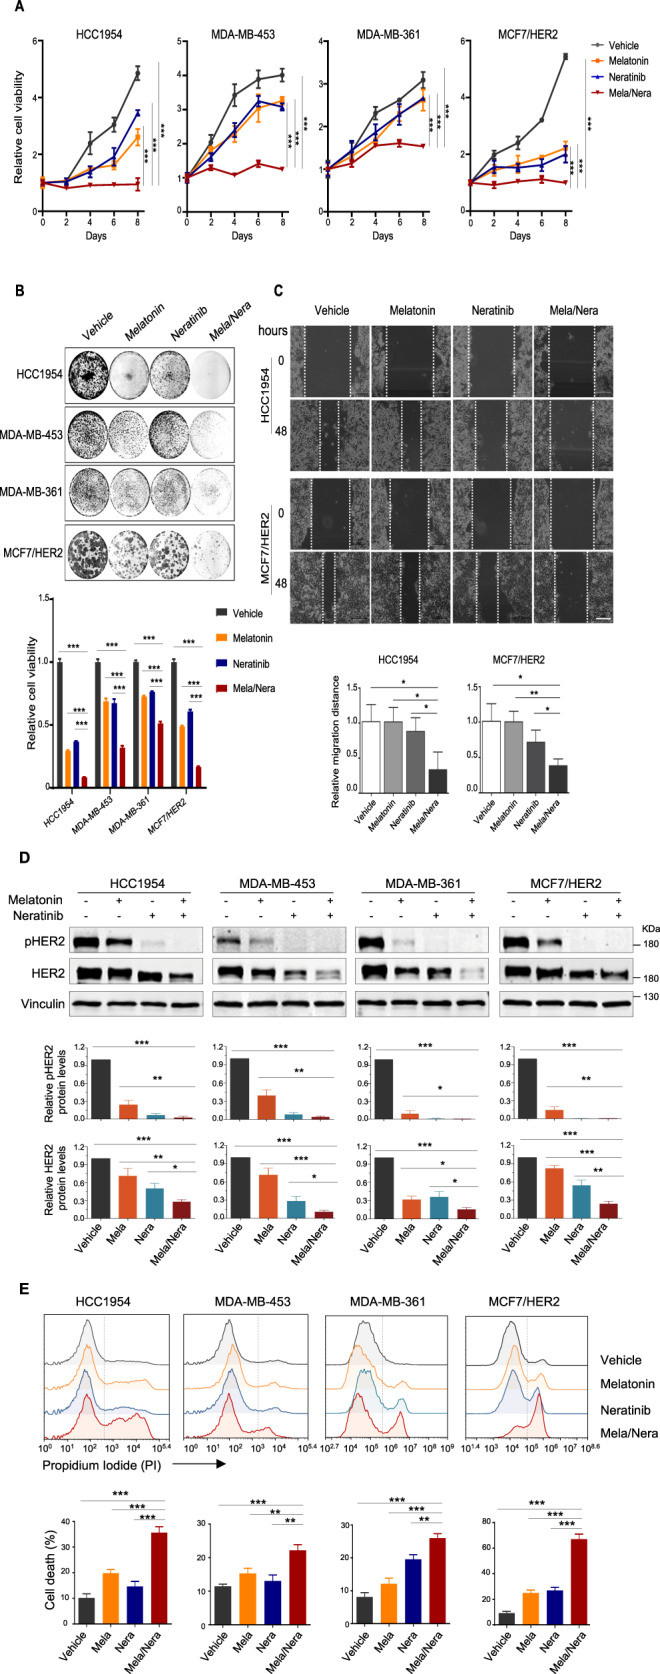
Melatonin synergizes with HER2 inhibitor Neratinib to induce apoptosis and cytotoxicity in vitro. Long-term cell viability of HER2^+^ breast cancer cells treated with Melatonin and Neratinib, either alone or in combination, was examined by crystal violet assay. HCC1954, 2 mM Melatonin, 50 nM Neratinib; MDA-MB-453, 2 mM Melatonin, 100 nM Neratinib; MDA-MB-361, 2 mM Melatonin, 100 nM Neratinib; MCF7/HER2, 1 mM Melatonin, 50 nM Neratinib. **A**, 96-well format; **B**, 24-well format. Representative images of plates and the quantification of cell viability are shown. **C** Cell migration potential of the HER2^+^ breast cancers cells treated as in **A** was determined using a wound-healing assay. The images of the wound areas are shown at 0 and 48 h. Scale bar, 200 μm**. D** Western blot analysis of proteins as indicated in cells treated as in **A** for 24 h. Vinculin was used as a loading control. The quantification of protein abundance is shown. **E** Cell death in the HER2^+^ breast cancer cells treated as in **A** for 48 h was examined by PI staining and FACS analysis. Data from three independent experiments are shown as Mean ± S.D. *p < 0.05, **p < 0.01, ***p < 0.001 (Student’s *t* test).

### Combined use of Melatonin and Neratinib effectively blocks the growth of HCC1954 tumor xenografts

To validate our in vitro findings, we next evaluated the combinatorial effect of Melatonin and Neratinib in the HCC1954 xenograft tumor model. Compared to the control group, Melatonin and Neratinib monotherapies significantly reduced the tumor growth of the HCC1954 xenografts (Fig. 6A). Strikingly, combined use of Melatonin and Neratinib led to greater inhibition of tumor growth (in terms of average tumor volumes and endpoint tumor weights) than with either agent alone (Fig. 6A–D). Notably, only the combination treatment achieved tumor regression in a fraction of tumors (5 out of 8) (Fig. 6A, B). In keeping with our findings that Melatonin destructed HER2 protein in vitro, the tumors from mice treated with Melatonin alone revealed substantially reduced abundance of HER2 protein (Fig. 6E). Of note, consistent with the recent report [27], we also found that the pan-HER TKI Neratinib decreased HER2 protein abundance as well as HER2 signaling (Fig. 6E and Fig. 5D). In addition, combination treatment did not yield overt toxic effects and mouse body weights were not significantly affected throughout the course of the treatment (Supplementary Fig. 5). Together, these results suggest that combined use of Melatonin and Neratinib may have the potential to improve the treatment response against HER2^+^ breast cancer.

**Fig. 6:**
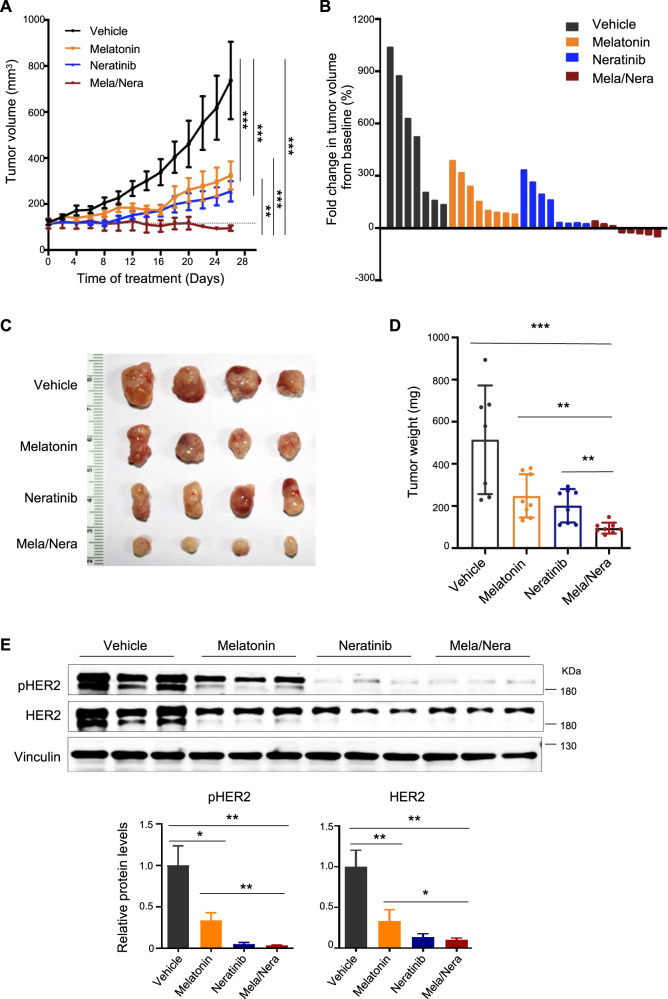
Combined use of Melatonin and Neratinib is effective in vivo. **A** HCC1954 xenograft tumor-bearing mice were treated with Melatonin (50 mg/kg/day, intraperitoneal administration) and Neratinib (5 mg/kg/day, oral gavage), either alone or in combination. Vehicle, *n* = 7; Melatonin, *n* = 8; Neratinib, *n* = 8; Melatonin + Neratinib, *n* = 8. Tumor volume (Mean ± S.E.M) measured at the indicated time points was shown. **p < 0 .01, ***p < 0.001 (Two-way ANOVA with Tukey’s multiple comparison tests). **B** The waterfall plot indicates fold changes in tumor volume of the mice treated as indicated. Fold changes were calculated by (endpoint tumor volume-baseline tumor volume)/baseline tumor volume, multiplied by 100%. Baseline, tumor volume at treatment Day 0. Representative images of tumors (**C**) and tumor weight (**D**) at the endpoint (Day 26) were shown. The data are shown as the mean tumor weight ± S.E.M. **E** The HCC1954 xenograft tumor-bearing mice were treated as in **A** for 3 days and were sacrificed 4 h after the last treatment. Western blot analysis of total- and phospho-HER2 in tumor lysates from the mice treated as indicated. Vinculin was used as a loading control. The quantification of protein abundance is shown. The data are shown as Mean ± S.E.M. (*n* = 3). *p < 0.01; **p < 0.01; ***p < 0.001 (Student’s *t* test).

## Discussion

The oncogenic driver HER2 remains a major therapeutic target in breast cancer harboring HER2 amplification/overexpression. Despite the success of HER2-targeted therapy, disease relapse will eventually occur. Intense clinical efforts have been focused on combining HER2-targeted agents of different mechanisms of action or extending the duration of HER2-targeted inhibition. Our study uncovers an unexpected action of Melatonin on destruction of HER2 through inducing HER2 endocytosis and lysosomal degradation. Importantly, our work reveals that Melatonin potentiates the cytotoxic effects of the pan-HER kinase inhibitor Neratinib in HER2^+^ breast cancer both in vitro and in vivo.

The prevention and treatment effects of Melatonin on cancer have been widely studied [14–20]. Previous reports have implicated anticancer properties of Melatonin in HER2^+^ breast cancer [34–38]. Melatonin inhibited cell invasion through suppressing the MAPK/ERK pathway in the studies using HER2^+^ breast cancer cell line modin vitroels [34, 35]. In our study, we showed that Melatonin monotherapy significantly attenuated the growth of HCC1954 xenografts, an effect consistent with previous reports using the MMTV-Neu mouse model of breast cancer [36]. In addition, when co-administered with estradiol-progesterone therapy or Metformin, Melatonin reduced tumor incidence and metastatic burden in the animal model of HER2^+^ breast cancer [36–38]. However, while these and our findings have reported the potential therapeutic effects of Melatonin in the setting of HER2^+^ breast cancer [34–39], the impact of Melatonin on HER2 expression per se has not been previously reported.

In the current study, Melatonin treatment led to significant downregulation of multiple HER2-mediated signal transduction in HER2^+^ breast cancer cells, recapitulating many effects exerted by HER2-targeted agents. These data prompted us to investigate whether Melatonin may inhibit the expression and/or activity of HER2 protein itself. Our work identified an unexpected role of Melatonin in dysregulating HER2 protein stability and potentiating the cytotoxic effect of Neratinib in HER2 + breast cancer. Mechanistically, Melatonin treatment triggered dissociation of HER2 from the HSP90 chaperone complex, and consequently ubiquitin-mediated endocytic trafficking and lysosomal degradation of HER2. Noteworthily, the lysosome inhibitor restored the HER2 protein abundance reduced by Melatonin treatment, whereas the proteasome inhibitor led to accelerated HER2 downregulation (Fig. 3A–C). It has been shown that HER2 ubiquitination is involved in both proteasomal and endocytic degradation [40]. Given that proteasome inhibition results in accumulation of ubiquitylated HER2 [41–43] and that Melatonin induces efficient HER2 ubiquitylation and endocytic lysosomal degradation (Fig. 4B), we reason that the resulting overall increase in HER2 ubiquitylation may accelerate its turnover through the endo-lysosomal degradation pathway [41, 44].

Melatonin is a naturally produced hormone with an impressive long-term safety profile [45–47]. In addition, to enhance therapeutic effects, Melatonin also showed the ability to reduce the adverse effects or general toxicity arising from chemotherapies or radiation in animal models and clinical studies [48–50]. In our study, combined use of Melatonin with Neratinib led to potent inhibitory anti-tumor activities with no overt mouse body weight changes, supporting the potential of Melatonin as a combination adjuvant in the treatment of HER2^+^ breast cancer. Given the prevalence of HER2 positivity in other solid tumors, such as gastric cancer and bladder cancer [51], our finding may expand the potential utility of Melatonin in HER2-targeted therapies beyond breast cancer.

Activated HER2 protein is exclusively present on the plasma membrane in breast cancer cells with HER2 amplification. The HSP90 and its associated molecular chaperone system protects HER2 from degradation, accounting for at least in part the stabilization of HER2 at the plasma membrane [32, 52, 53]. Our data show that Melatonin treatment resulted in decreased levels of HSP90 and HSC70 but a compensatory induction in HSP70 levels. The impairment in the chaperone system arising from Melatonin treatment is indeed consistent with previous reports that HSP70 expression is often concurrently induced in cells following treatment with HSP90 inhibitors or silencing of HSC70 [33, 54]. More importantly, we found that Melatonin treatment also led to attenuated association of HER2 from HSP90. Since HSP90 also chaperones a number of other therapeutic targets, such as CDK4, AKT, and steroid hormone receptors [55–58], it is conceivable that Melatonin may also confer the ability to selectively destruct other oncoproteins chaperoned by HSP90. As such, our study may be broadened to other cancer types with specific actionable vulnerabilities and shed new light on the utility of Melatonin as a promising agent in molecularly targeted cancer therapies.

Neratinib is an irreversible pan-HER receptor TKI. In addition to blocking the activities of pan-HER kinases, Neratinib has also been reported as a HER2 degradation-inducing factor through HER2 endocytosis [27]. In our study, the potential of understanding the activity of Melatonin on HER2 destruction is exemplified by the combinatorial therapeutic effect of Melatonin and Neratinib in HER2^+^ breast cancer cells. Our results from in vitro and in vivo experiments showed that Melatonin significantly enhances the cytotoxicity of Neratinib in a panel of HER2^+^ breast cancer cells harboring PIK3CA mutations known to be less responsive to HER2-targeted agents. Future studies will be needed to examine whether such drug combinations would also be effective in breast cancers resistant to HER2-targeted agents. Collectively, our finding offers a novel dual HER2 blockade (Melatonin plus Neratinib) strategy with effective duration on HER2 destruction.

## Materials and methods

### Cell culture and reagents

All cell lines were obtained from the American Type Culture Collection (ATCC, VA, USA) and maintained in culture medium (HCC1954 and MCF7/HER2 cells in RPMI-1640, MDA-MB-361 and MDA-MB-453 cells in Dulbecco’s Modified Eagle Medium) supplemented with 10% fetal bovine serum (FBS, Biological Industries, Kibbutz, Israel) and 1% penicillin/streptomycin (Gibco, CA, USA) in a humidified incubator at 5% CO_2_ and 37 °C. The cell identity was confirmed by short tandem repeat profiling at the beginning of this study. All cells were negative for mycoplasma during this investigation. Cycloheximide, MG132, Bafilomycin A1, Velcade, Melatonin, and Neratinib were purchased from Med Chem Express (MCE, Shanghai, China).

### Clonogenic survival assay

Cells were seeded on 96-well and 24-well plates, and cultured with or without drugs for days as indicated. Fresh media containing drugs were replaced every other day. At the endpoint, cells were fixed and stained with 0.5% crystal violet solution. Images of stained plates were captured using Epson Scan (Nagano, Japan). Bound crystal violet was resolved by 50% acetic acid solution. The optical absorbance (OD) of bound crystal violet was measured at 570 nm using the Multi-functional microplate reader xMARK^TM^ (Bio-Rad, CA, USA).

### Determination of drug synergy

Cells were plated on 96-well plates and treated with or without drugs for three days, cell viability was assayed using the MTT solution (Aladdin, Shanghai, China). Synergistic effects were determined by the Chou-Talalay method to calculate the combination index [59].

### Western blot analysis

Cell lysates were prepared using ice-cold lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 1 mM C_3_H_7_Na_3_O_6_P, 1 mM NaF, 1 mM Na_4_O_7_P_2_, 1 mM Na_3_VO_4_, and 5 mM PMSF) supplemented with protease/phosphatase inhibitors (Roche, Basel, Switzerland). Western blot experiments were conducted as described previously [60]. The blots were probed with the following primary antibodies: Anti-HER2 (#2165), anti-HSP90 (#4877), anti-phospho-HER2 (Tyr1221/1222, #2243), anti-phospho-AKT (S473, #4060), anti-phospho-ERK1/2 (Thr202/Tyr204, #4370), anti-phospho-NF-κB (Ser536, #3033), and anti-phospho-SRC family (Tyr416, #2101) were obtained from Cell Signaling Technology (CST, MA, USA). Anti-HER2(sc-08) and anti-N-cadherin (sc-271386) were obtained from Santa Cruz Biotechnology (TX, USA). Anti-ubiquitin (10201-2-AP), anti-HSP70 (10995-1-AP), and anti-HSC70 (10654-1-AP) were obtained from Proteintech (Wuhan, China). Anti-E-Cadherin (610181) was obtained from Becton, Dickinson and Company (BD Biosciences, NJ, USA). Anti-Vinculin (V9131) was obtained from Sigma Aldrich (MO, USA). Fluorescent-labeled secondary antibodies against mouse IgG and rabbit IgG were used (Li-COR, Nebraska, USA). Western blots were imaged and quantified by Odyssey Infrared Imaging System (Li-COR, Nebraska, USA).

### Immunoprecipitation

One milligram of whole-cell lysates isolated from the HCC1954 cells treated with or without Melatonin was incubated with anti-HER2 antibody for 4 h at 4 °C followed by the addition of Protein A/G PLUS-Agarose (Santa Cruz Biotechnology) at 4 °C overnight. Beads were washed three times with ice-cold PBS supplemented with protease/phosphatase inhibitors (Roche, Switzerland). The immune complexes were eluted with 2×SDS PAGE sample buffer and analyzed by Western blot.

### Flow cytometric analysis

Cell death assays were performed by using the Propidium Iodide (PI) solution (Dojindo Molecular Technologies, Kumamoto, Japan) according to the manufacturer’s protocol. Briefly, following drug treatment, cells were harvested and stained with PI solution in dark for 15 min. For flow cytometric analysis of HER2 protein levels present on the cell surface, cells were stained with APC anti-HER2 antibody (324407, Biolegend, CA, USA) or APC mouse IgG1 Isotype control antibody (400119, Biolegend). Stained cells were analyzed on NovoCyte Fluidics Station II (Agilent, CA, USA).

### Wound-healing assay

Cells were seeded in 12-well plates and grown until a confluent state. The cells were scratched to generate an artificial wound by using sterile pipette tips. The cell monolayer was then rinsed with PBS three times to remove cell debris. Fresh culture medium with or without drug was added. Images of wound were captured by phase-contrast microscope (Leica, Wetzlar, Germany). The mean width of each scratch was measured using ImageJ software.

### Immunofluorescence staining analysis

Immunofluorescence staining was performed as previously described [61]. Briefly, cells were fixed with 4% formaldehyde, permeabilized with 0.1% Triton X-100, and then blocked in 5% BSA. Then cells were incubated with anti-HER2 (ab134182, Abcam), anti-LAMP1 (#15665, CST) or anti-EEA1 (sc-137130, Santa Cruz) antibodies at 4 °C overnight followed by staining with fluorescence-conjugated secondary antibodies and DAPI solution (Sigma-Aldrich, Missouri, USA). Cells were photographed with a fluorescence microscope (Leica, Germany).

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was isolated using NucleoZOL Reagent (Macherey-Nagel, Düren Germany) according to the manufacturer’s instructions. For gene expression analysis, reverse transcription reaction was performed using total RNA by the cDNA synthesis kit (TaKaRa, Dalian, China), and gene expression levels were analyzed by qRT-PCR using SYBR Select Master Mix (Monad, Shanghai, China) in the QuantStudio™ 5 Real-Time PCR system (Thermo Fisher, MA, USA). The relative expression levels of target genes were normalized to *ACTB* and assessed by the delta-delta-Ct (ΔΔCT) method (expressed as 2^−ΔΔCT^). The following primers were used:

*ACTB*

5′-CATGTACGTTGCTATCCAGGC-3′ (Forward)

5’-CTCCTTAATGTCACGCACGAT-3′ (Reverse)

*HER2*

5′-CCGAGGGCCGGTATACATTC-3′ (Forward)

5′-TGCTGTCACCTCTTGGTTGT-3′ (Reverse)

### Analysis of RNA sequencing data

We recently deposited the RNA-seq dataset to the Gene Expression Omnibus (GEO) with accession number GSE175906 [39]. Heatmap showing the expression of leading-edge subsets of gene sets using Omicshare (https://www.omicshare.com/tools/Home/Soft/heatmap). 

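Of the 14856 genes tested between the 3 Vehicle and 3 Melatonin libraries, 6412 had an adjusted p under 0.05 with limma, 2735 of them higher and 3677 lower in the Melatonin-treated cells. The change was at least 1 on the log2 scale in 255 of them, a number that follows the added 1: it was 653 with a pseudocount of 0.1 and 740 with limma's voom on the recovered reads, the latter an alternative chosen after seeing the data. In 8140 genes (54.8%) the 3 libraries of one group lay all above or all below those of the other, against 10% by chance. A linear model for each gene without moderation called 5299 genes. The balance of higher and lower genes followed the scaling. Rescaling every library to the same summed FPKM, an alternative chosen after seeing the data, moved the median log2 fold change of all genes from -0.02 to 0.11 and the share of higher genes among those called from 42.7% to 68.7%.

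The largest increase on the log2(FPKM + 1) scale was in ASNS (ENSG00000070669), which encodes asparagine synthetase. This gene lies on chromosome 7 of GRCh38 from 97852118 to 97872542 on the minus strand. Its FPKM was 7.61 ± 0.162 (SD, n = 3) in Vehicle and 52.5 ± 1.11 (SD, n = 3) in Melatonin, a log2 fold change of 2.64 (standard error 0.04, adjusted p = 1.95e-06 from limma). CHAC1 rose by 2.61 on the log2 scale, from 7.12 ± 0.516 to 48.8 ± 4.46 FPKM (SD, n = 3 each). S100P rose by 1.98 and ANGPTL4 by 1.95, the latter from 19 to 30 reads per Vehicle library to between 238 and 255 per Melatonin library. On the recovered reads, where no 1 is added to the values, limma's voom gave 3.41 for ANGPTL4 and 2.79 for ASNS, so the order differs there. MIR3189 was also among the 5 largest increases (2.33, standard error 0.41), but it had 0 to 4 reads in the Vehicle and 9 to 15 in the Melatonin libraries, and it lies inside GDF15 on the same strand (chromosome 19, 18386562 to 18386634), so its reads may belong to GDF15. On the log2(FPKM + 1) scale, the largest decrease was in KRT4 (ENSG00000170477, chromosome 12, 52806549 to 52814551, minus strand). Its FPKM was 25.6 ± 1.16 (SD, n = 3) in Vehicle and 2.26 ± 0.319 (SD, n = 3) in Melatonin. The log2 fold change was -3.03 (standard error 0.08, adjusted p = 7.5e-06 from limma). IGFBP5 (-3.02), PLAT (-2.93) and DIO2 (-2.75) followed. SERPINB3 (-2.58) is a close paralog of SERPINB4, and the counting could have split reads between them. Its reads were taken from a common unit. Across the 6 fits that each left out one replicate, the fold change of ASNS stayed between 2.62 and 2.65 and that of KRT4 between -3.10 and -2.96.

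**Figure D2:**
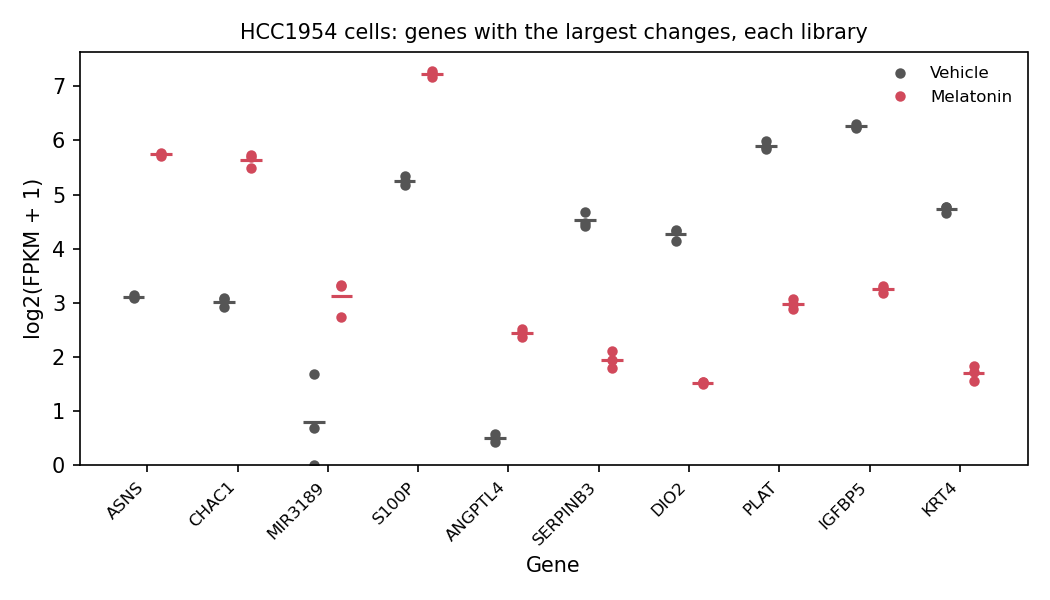
Expression as log2(FPKM + 1) of the 5 genes with the largest increase and the 5 with the largest decrease between Vehicle (grey) and Melatonin (red) in HCC1954 cells. Each point is one library, each horizontal line is the mean of 3 libraries, and in each gene the libraries of the 2 groups do not overlap.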

Parametric *t* test *p* values and false discovery rate (FDR) values were reported for each gene. GSEA was performed by the JAVA program (http://software.broadinstitute.org/gsea/index.jsp) using Molecular Signatures Database. 1000 random sample permutations were carried out, and the significance threshold was set at *p* < 0.05 and nominal FDR < 0.05.

### In vivo mouse xenograft study

All the animal experiments were carried out in accordance with the approval of the Animal Research Committee of Dalian Medical University. Eight-week-old female NOD/SCID mice (Vital River Laboratory Animal Technology Co. Ltd, Beijing, China) were maintained in a pathogen-free environment. 5 × 10^6^ HCC1954 cells mixed with Matrigel (BD Biosciences, NJ, USA) were inoculated into NOD/SCID mouse mammary fat pad. Tumor-bearing mice were randomized to four treatment groups (Vehicle, Melatonin, Neratinib, and Melatonin + Neratinib) so that the average starting tumor volumes (about 120 mm^3^) among different groups were similar before drug treatment. Neratinib was dissolved in 0.5% methylcellulose with 0.4% Tween-80 and administered via oral gavage at 5 mg/kg/day. Melatonin was dissolved in ethanol (13%) and administered via intraperitoneal administration at 50 mg/kg/day. Mouse body weights were measured daily during the course of treatment. Tumor volumes were measured every other day with a digital caliper and calculated according to the following formula: tumor volume = (length × width^2^)/2.

### Statistical analysis

The in vitro data are expressed as Mean ± S.D. from three independent experiments. The in vivo data are expressed as Mean ± S.E.M. The unpaired student’s *t* tests and the two-way ANOVA with Tukey’s multiple-comparisons tests were performed using GraphPad Prism software for analysis of the data as specified in the corresponding figure legends. *p* < 0.05 was considered as statistical significance.

## Supplementary information

Supplementary Figures

# Supplementary material for: Melatonin potentiates the cytotoxic effect of Neratinib in HER2+ breast cancer through promoting endocytosis and lysosomal degradation of HER2
**Source:** Oncogene. 2021 Sep 23;40(44):6273–83. doi: 10.1038/s41388-021-02015-w
**Supplement:** Supplementary file 1 — Supplementary Figures

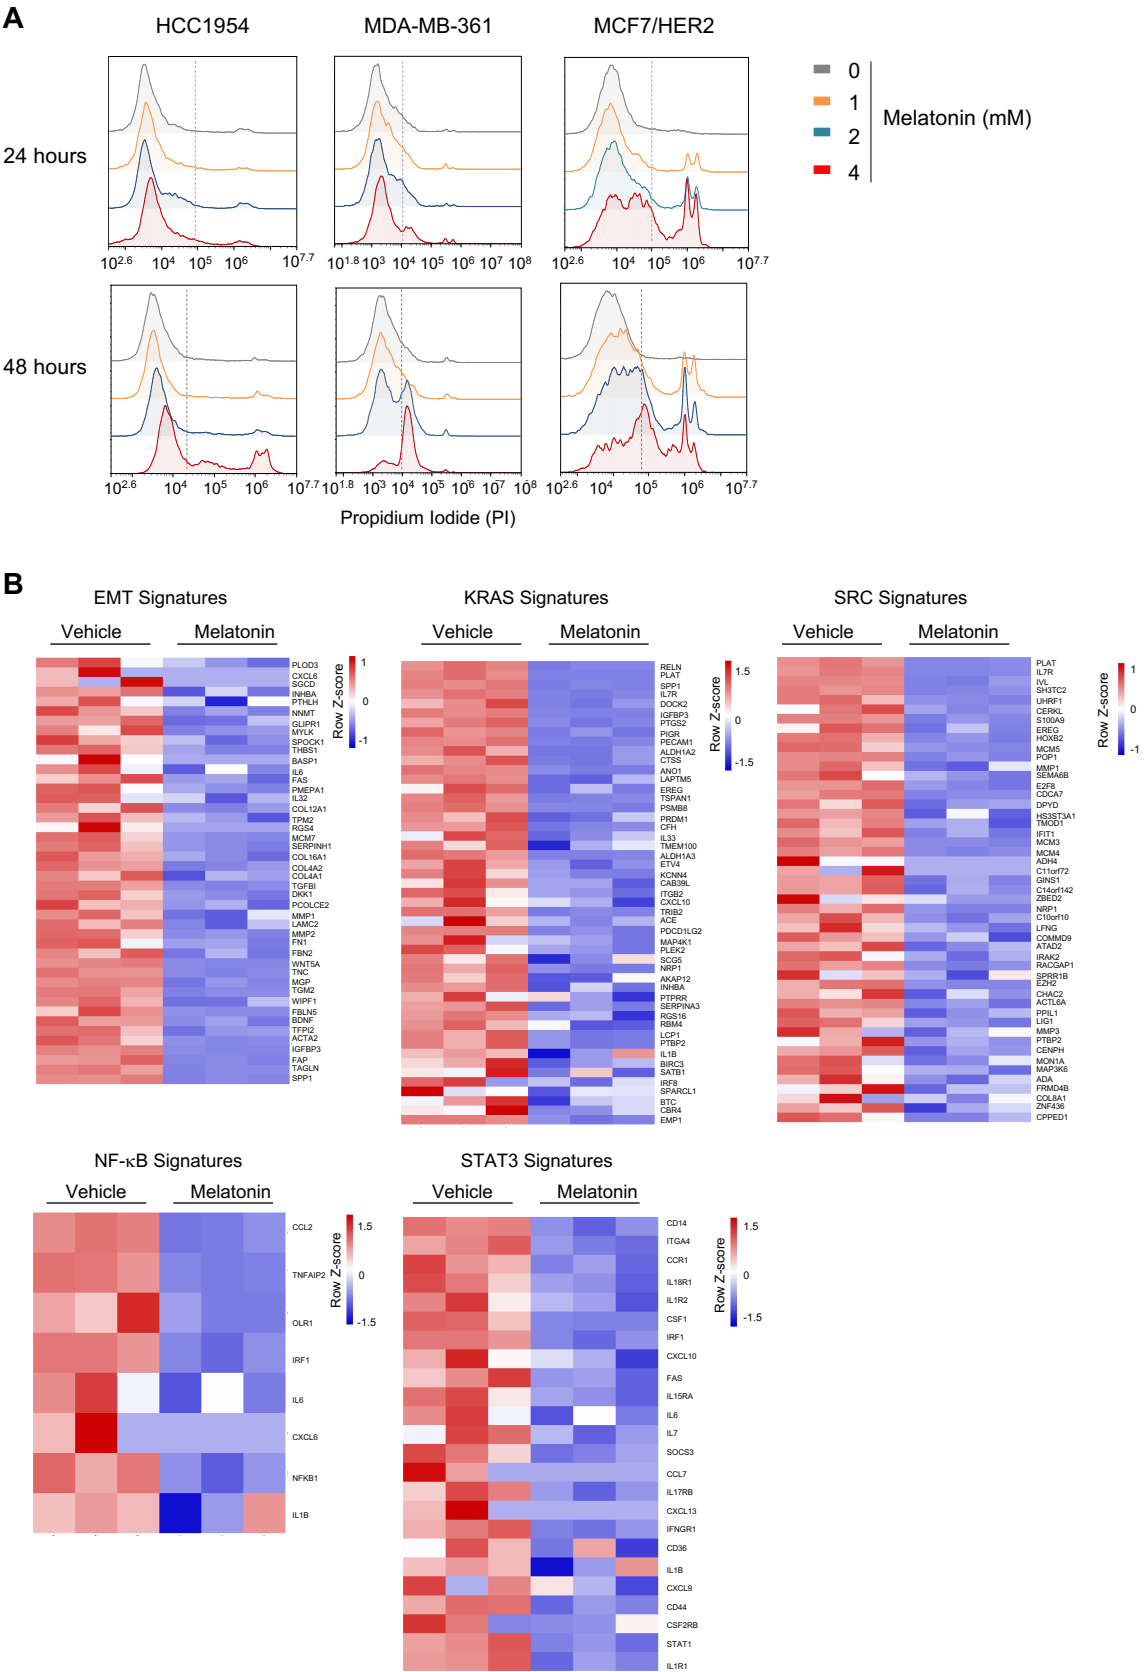

**Supplementary Fig. 1. Melatonin treatment increased cell death in HER2<sup>+</sup> breast cancer cells.** **A** Cell death in HER2<sup>+</sup> breast cancer cells treated with or without Melatonin was determined by PI staining and FACS analysis. Drug treatment conditions were shown. **B** Heatmap showing the expression of leading-edge subsets of gene sets (EMT, KRAS, SRC, NF- $\kappa$ B and IL6-JAK-STAT3) in HCC1954 cells treated with Melatonin or Vehicle control cells. Melatonin, 2 mM, 24 hours.

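The EMT, SRC, NF-κB and IL6-JAK-STAT3 lists of the heatmap hold 118 different genes, of which 83 reached a mean FPKM of 0.5 over the 12 libraries and 35 did not. All 118 had a lower mean FPKM in the Melatonin than in the Vehicle libraries. The falls named here are the 3 largest of each list on the log2(FPKM + 1) scale among the genes over the minimum, and the order differs on other scales. In the EMT list, TAGLN (ENSG00000149591; GRCh38 chromosome 11, 117199321 to 117204782) went from 19.2 ± 1.44 to 3.20 ± 0.393 FPKM (SD, n = 3 each), a log2 fold change of -2.27 (standard error 0.09, adjusted p = 2.08e-05 from limma). IGFBP3 went from 130.4 ± 3.14 to 30.0 ± 0.981 FPKM (SD, n = 3 each), and SPP1 had a log2 fold change of -1.90. In the SRC list, PLAT fell most, from 59.0 ± 3.51 to 6.86 ± 0.492 FPKM (SD, n = 3 each), followed by IL7R (5.66 ± 0.284 to 0.780 ± 0.0682 FPKM, SD, n = 3 each). IVL was next, with a log2 fold change of -1.32. In the NF-κB list, CCL2 (ENSG00000108691; chromosome 17, 34255218 to 34257203) went from 8.30 ± 0.358 to 1.73 ± 0.369 FPKM (SD, n = 3 each), a log2 fold change of -1.77 (standard error 0.10, adjusted p = 6.88e-05 from limma). TNFAIP2 (-1.54) and IRF1 (-0.70) had the next largest falls. In the IL6-JAK-STAT3 list, CD14 fell by 1.11 and CSF1 by 0.82 on the log2 scale, and IRF1 was again among the 3. The 35 genes below the minimum rest on few reads. Of these, 5 had at most 3 reads in every Vehicle and Melatonin library, and the highest had 150 reads in one library. IL6, for which one of the sets is named and which was singled out here after its values were seen, had 5 to 10 reads per Vehicle library and 1 to 5 per Melatonin library (adjusted p = 0.152 from limma without a minimum FPKM), a difference that was not detectable at this depth. Without a minimum, 15 of these 35 genes had an adjusted p under 0.05 with limma.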

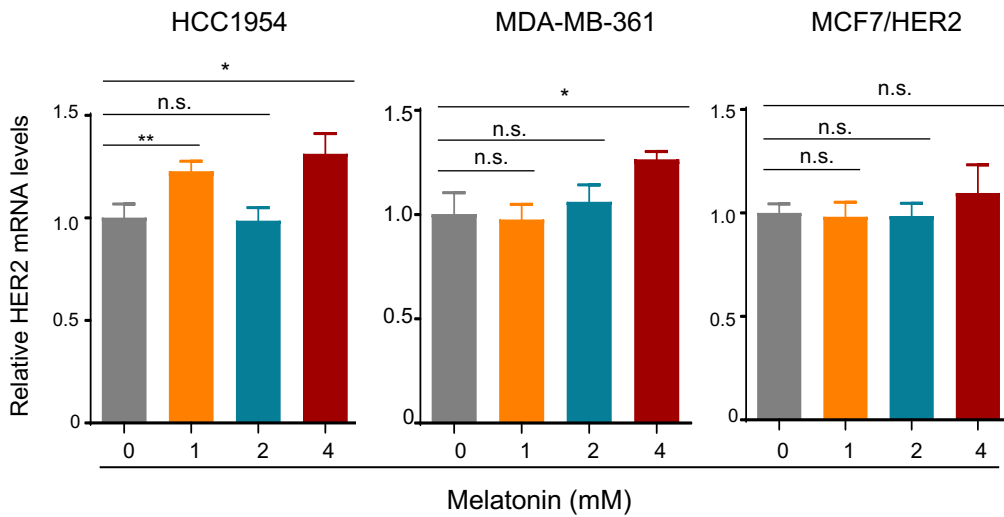

**Supplementary Fig. 2. Effects of Melatonin treatment on HER2 mRNA levels in HER2<sup>+</sup> breast cancer cells.** Quantitative reverse transcription PCR (qRT-PCR) analysis of HER2 mRNA expression in HER2<sup>+</sup> breast cancer cells treated with or without Melatonin at the indicated concentrations for 24 hours. *ACTB* was used as an endogenous control. The data are shown as the Mean  $\pm$  S.D. for three independent experiments. n.s. not significant; \*  $p < 0.05$ , \*\*  $p < 0.01$ , (Student's *t*-test).

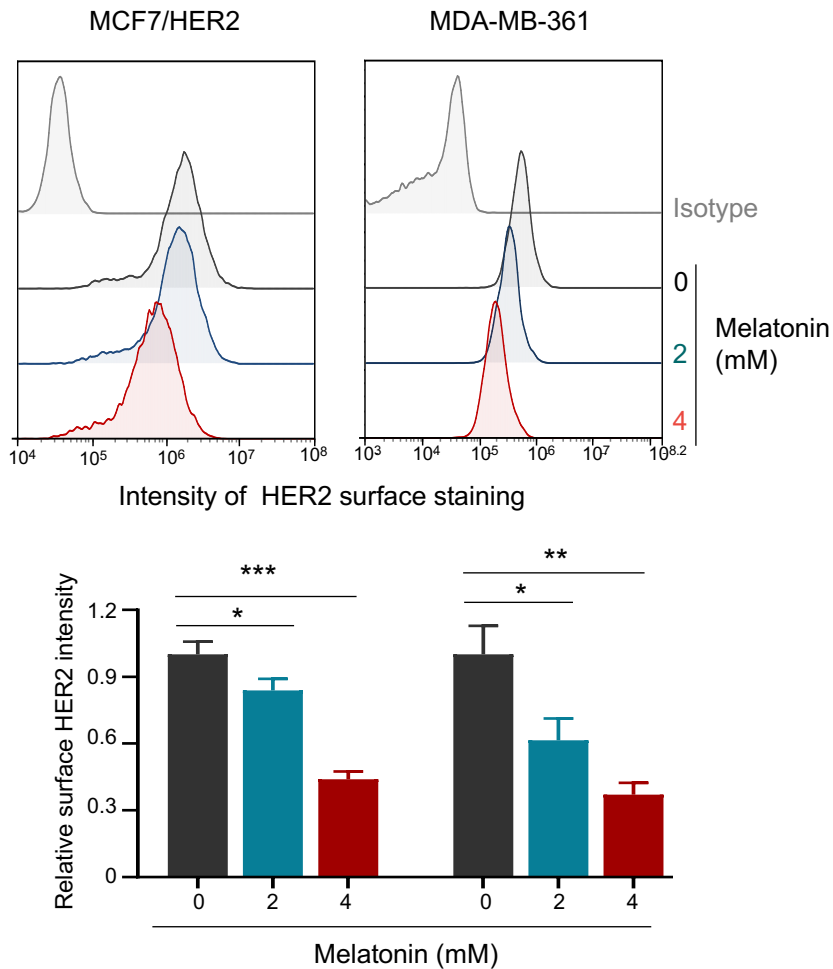

**Supplementary Fig. 3. Melatonin treatment reduced the amount of HER2 protein present on the cell surface.** Flow cytometric analysis of HER2 protein levels on the surface of cells treated with Melatonin at concentration as indicated for 24 hours. Quantification of HER2 abundance from three independent experiments is shown as Mean  $\pm$  S.D. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  (Student's *t*-test).

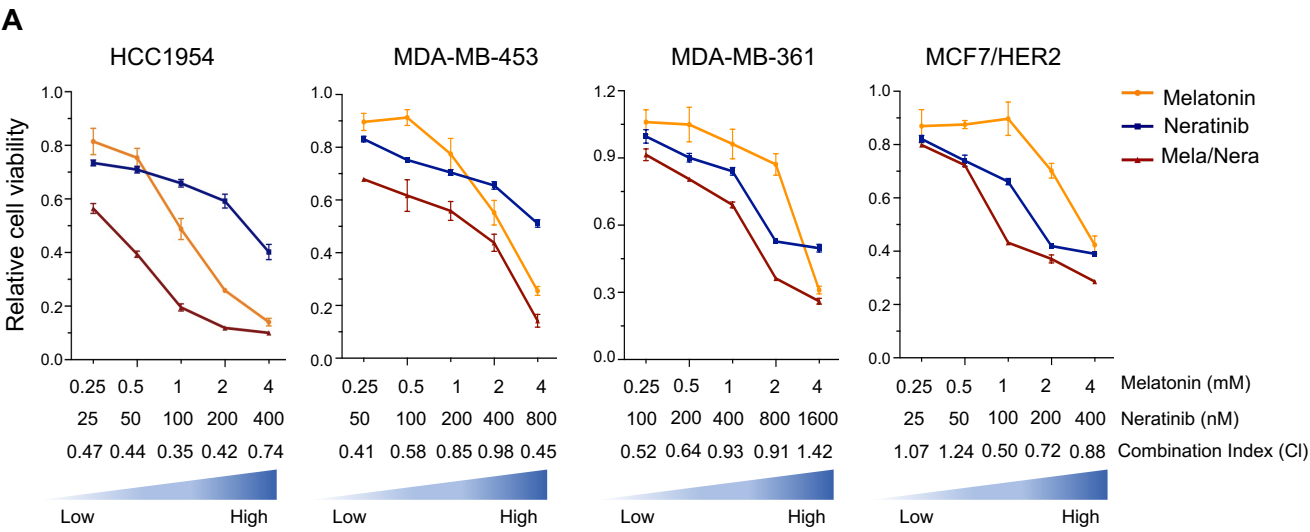

**B**

|            |              | p values       |                |                |                |                |                |                |                |
|------------|--------------|----------------|----------------|----------------|----------------|----------------|----------------|----------------|----------------|
| Cell lines |              | HCC1954        |                | MDA-MB-453     |                | MDA-MB-361     |                | MCF7/HER2      |                |
|            |              | Mela vs. Combo | Nera vs. Combo | Mela vs. Combo | Nera vs. Combo | Mela vs. Combo | Nera vs. Combo | Mela vs. Combo | Nera vs. Combo |
|            | Low Conc. 1  | 0.00176        | 0.00139        | 0.00041        | 0.00026        | 0.02496        | 0.10850        | 0.22832        | 0.29043        |
|            | Conc. 2      | 0.00010        | 0.00005        | 0.00937        | 0.09122        | 0.00599        | 0.01193        | 0.00150        | 0.50142        |
|            | Conc. 3      | 0.00038        | 0.00002        | 0.01242        | 0.01811        | 0.00258        | 0.00241        | 0.00023        | 0.00009        |
|            | Conc. 4      | 0.00011        | 0.00006        | 0.05488        | 0.00363        | 0.00006        | 0.00001        | 0.00012        | 0.05269        |
|            | High Conc. 5 | 0.00931        | 0.00044        | 0.01195        | 0.00020        | 0.03885        | 0.00155        | 0.00285        | 0.00079        |

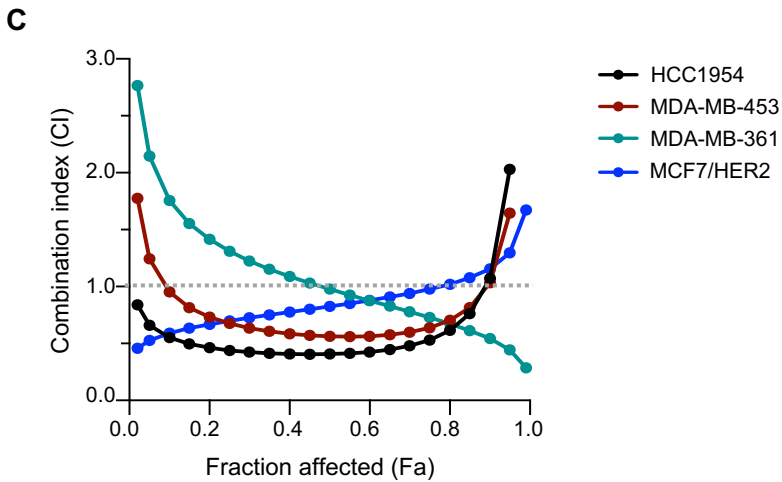

**Supplementary Fig. 4. Effects of Melatonin and Neratinib as single-agents or in combination on the growth of HER2<sup>+</sup> breast cancer cells. A** Dose-response curves of HER2<sup>+</sup> breast cancer cells treated with Melatonin and Neratinib, either alone or in combination, at varying concentrations as indicated for 72 hours. The data are shown as Mean  $\pm$  S.D. Combination index (CI) was calculated using CalcuSyn software with the Chou-Talalay equation. **B** The quantification of cell viability was shown.  $p < 0.05$  was considered as statistical significance (Student's *t*-test). **C** The synergistic effect of (**A**) was analyzed using the CI equation and presented with Fa combinations.

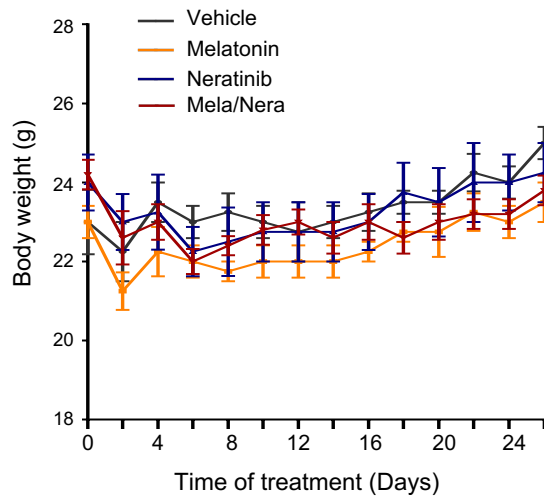

**Supplementary Fig. 5. Combined use of Melatonin and Neratinib did not yield overt toxic effects.** HCC1954 xenografted mice were treated with Melatonin (50 mg/kg/day, intraperitoneal administration) and Neratinib (5 mg/kg/day, oral gavage), either alone or in combination. Mouse body weight curves of tumor-bearing mice were shown for each treatment group. The data are shown as the Mean  $\pm$  S.E.M.

How the deposited data were processed for this re-analysis (not part of the article)

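RNA-Seq was carried out on HCC1954 cells treated for 24 h with Vehicle, 2 mM Melatonin, 1 µM Lapatinib or Melatonin and Lapatinib, with 3 libraries in each of the 4 groups. Groups and replicate numbers were taken from the sample labels and the paper. The authors deposited FPKM values for 35182 genes, 1 column per library, without logarithms, and genes at 0 in all 12 libraries were not listed. The aligner, the counting program and the genome build are not named in the paper's text. All 12 columns were used.

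The deposited FPKM values still carry their reads. A gene's values in a library are whole multiples of what 1 read is worth, which depends on the gene's exon length and on the library's denominator. With the merged exon lengths of GENCODE release 29 on GRCh38, whole reads were recovered for 31707 genes (90.1%), and for the other 3475 genes from a common unit. The recovered totals ranged from 20931570 to 26992109 reads per library, with a median of 23674142. The denominators equalled a median-of-ratios size factor times the geometric mean of the library totals, computed over 19352 genes. A gene with few reads is therefore measured with large counting error, and a value of 0 allows up to 3 reads. Gene symbols were matched by Ensembl identifier to the reference table (34114 of the 35182 genes), and coordinates are those of GENCODE 29.

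What was computed from the deposited FPKM values is as follows. Values were put on the log2(FPKM + 1) scale, and genes with a mean FPKM of at least 0.5 over the 12 libraries were kept, which left 14856. A linear model was fitted with limma 3.58.1 in R 4.3.3, with variances moderated along an intensity trend and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. Melatonin against Vehicle was fitted on the 6 libraries of that comparison. Lapatinib against Vehicle, Melatonin + Lapatinib against Lapatinib, and the interaction of both drugs were fitted on all 12 libraries with one shared estimate of the spread. Gene lists were tested with limma's camera (preset correlation 0.01), with fry and with camera at an estimated correlation as alternatives. The lists were those of Supplementary Fig. 1B, read by eye from the heatmap, for which p values were adjusted over all that were tested and 1 of which is not reported here, and 10 lists written from general knowledge before the data were examined (replication, mitosis, ERK output, FOXO-induced, lysosome, heat shock, ER stress, cholesterol synthesis, interferon and AhR genes), together with the SRC list without its replication and mitosis genes. The 10 lists were planned for Melatonin against Vehicle, and testing them in the contrasts with Lapatinib was decided after the data had been examined. Lists of ATF4 targets and of actin cytoskeleton genes were added after the values had been seen. ERBB2 relative to ACTB was compared by an exact permutation test, for which 3 libraries against 3 allow no p below 0.1.

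The genes named were set by a rule: 16 genes of proteins and transcripts that the paper names or that belong to the HER family, the 3 largest falls of each list of Supplementary Fig. 1B, any gene of those lists that rose, the 5 largest rises and falls with Melatonin, and the 3 largest rises and falls of each other contrast, among genes past the threshold whose groups did not overlap. For the interaction, which compares 4 groups, the condition on overlap was not applied. No gene of the 4 lists rose.

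Alternatives tried were a pseudocount of 0.1, no minimum FPKM, a minimum of 1, rescaling by median-of-ratios size factors, quantile normalization, moderation without a trend, no moderation, the replicate number as a block, other sets of libraries in the fit, and leaving out each replicate in turn. Alternatives chosen after seeing the data were limma's voom on the recovered reads, removal of each library's GC trend (lowess, span 0.3, GC content known for 98.5% of the genes tested) and rescaling to equal summed FPKM. The procedure was tested on simulated data with known changes before use. Tables and figures were made with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15.

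The whole gene sets of the Molecular Signatures Database were not analysed here, so the enrichment scores of Fig. 1B were not recomputed. Western blots, qRT-PCR, cell death, growth and mouse experiments have no values in these files and were not analysed here.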

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

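The tests of GC content and of scaling on the numbers of genes, on the lists of Supplementary Fig. 1B, on the other lists between Vehicle and Melatonin and on the interaction, the tests without Vehicle replicate 3 and those on parts of the ER stress list were chosen after the result was seen. The 10 other lists were written before the data were examined and planned for Melatonin against Vehicle, and their use in the contrasts with Lapatinib was decided afterwards. With 3 libraries against 3 there are 10 splits of the 6 libraries, so no share of splits can be under 0.1. In each comparison of a drug with its control, splits were counted for the numbers of genes and the lists of Supplementary Fig. 1B. They were also counted for the other lists that passed the threshold, and between Vehicle and Melatonin for all 10. Unless stated, the real split was the only one of these, 1 of 10, to give a result as large. No splits were counted for the ATF4 targets, the chaperones or the other lists that did not pass in the contrasts with Lapatinib. The adjusted p values are from limma's camera with a preset correlation, and the median log2 fold change is given for each list. Equal library totals raised the median of all genes in each comparison of a drug with its control, so for a list that rose this rescaling tests its call against the other genes and not its direction.

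Lists of genes that the paper does not report as lists moved between Vehicle and Melatonin, though some of their genes are discussed in it or are in its heatmap. Among the heat shock genes, those of HSP90, HSC70 and HSP70 are discussed. The paper reports less HSP90 and HSC70 protein but more HSP70 protein with Melatonin. Replication genes had a median of -0.55 (26 of 26 lower, adjusted p = 1.31e-11), mitosis genes -0.43 (22 of 23 lower, adjusted p = 7e-07), heat shock genes -0.62 (16 of 16 lower, adjusted p = 1.97e-08) and interferon genes -0.20 (15 of 18 lower, adjusted p = 0.0262). FOXO-induced genes had a median of 0.22 (10 of 12 higher, adjusted p = 0.00489) and ER stress genes 0.63 (12 of 18 higher, adjusted p = 0.00122). All 6 also passed the threshold with fry, and none of them did with an estimated correlation, where the lowest adjusted p was 0.0761. The interferon call also depended on Vehicle replicate 3, without which the adjusted p was 0.0598, and its median ranged from -0.32 with a minimum FPKM of 1 to -0.04 with equal library totals, where the list kept its call against the other genes and the median of all genes rose from -0.02 to 0.11. The heat shock median was -0.44 with equal library totals and -0.60 with the GC trend removed, past the threshold in both, which argues against scaling and GC content as its whole cause. All 6 lists kept direction and threshold with the GC trend removed, 6 of 6 did under both rescalings, and 6 of 6 with every library thinned to the lowest total. This argues against GC content, scaling and depth as the whole cause, within what camera with a preset correlation shows. A response to Melatonin stays open as the biological explanation, as a hypothesis.

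Within the ER stress list, ATF4 and its targets (8 genes) had a median of 1.16 and all 8 were higher. The other 10 genes had a median of -0.21, 5 lower and 3 higher past the threshold. These 10 are called chaperones here, although XBP1 and HERPUD1 among them do not encode chaperones. The chaperones were first compared by this median, which decided nothing, and their counts were taken up after that value was seen. The 5 that fell past the threshold argue against a rise of every gene of the list. As 3 others rose past it, a rise of a part of these 10 genes stays open. A set of 27 ATF4 targets outside the list, written after the genes with the largest changes were known, had a median of 0.69 (25 of 27 higher, adjusted p = 7.04e-16), and the lower of its medians under equal library totals and quantile normalization was 0.84. Its size thus followed the scaling, and both rescalings raised the median of all genes. The median of the set lay at least 0.71 above that of the other genes with the deposited scaling and under both rescalings, which argues against scaling, or a shift shared by all genes, as the cause of the rise. In Melatonin + Lapatinib against Lapatinib the set had a median of 1.00 (25 of 27 higher, adjusted p = 2.62e-15), and in Lapatinib against Vehicle -0.06 (adjusted p = 0.893). With an estimated correlation it passed in the first of these (adjusted p = 0.000817) and in Melatonin against Vehicle (adjusted p = 0.007). A candidate explanation is a rise of ATF4 targets with Melatonin, which stays a hypothesis, since the set was written after the data had been examined.

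Lapatinib against Vehicle, which the paper does not report, gave 7620 genes with an adjusted p under 0.05 from limma (3456 higher and 4164 lower). With the GC trend removed there were 8475, and 6272 of the 7620 were called in the same direction under the stricter of equal library totals and quantile normalization, which argues against either as the whole cause. The balance followed the scaling, since 62.5% of the called genes were higher with equal library totals, compared with 45.4%. In the lists of Supplementary Fig. 1B the median was 0.18 for EMT (adjusted p = 0.042), -0.42 for SRC (adjusted p = 6.34e-05) and 0.38 for NF-κB (adjusted p = 0.024). The EMT call is not firm. It was lost with an estimated correlation (adjusted p = 0.272, over its alternatives 0.000165 to 0.442), a replicate block (0.0533), a pseudocount of 0.1 (0.0536), equal library totals (0.0595) and the GC trend removed (0.077), without Vehicle replicate 3 (0.116) or Lapatinib replicate 2 (0.0655), and without a minimum FPKM the median was -0.01. NF-κB was lost with an estimated correlation (adjusted p = 0.143, over its alternatives 2.67e-05 to 0.143). IL6-JAK-STAT3 (-0.04, adjusted p = 0.921) did not pass, with 5 of 10 splits as far from 0. The lists were chosen on the same Vehicle libraries, and an unchanged Lapatinib group was simulated to see what that choice alone gives. Its medians averaged between -0.01 and 0. They ranged from -0.07 to 0.03 for EMT, -0.05 to 0.02 for SRC, -0.07 to 0.11 for NF-κB and -0.08 to 0.06 for IL6-JAK-STAT3. The first 3 observed values lie outside these ranges and that of IL6-JAK-STAT3 within. Each gene was drawn independently, so the ranges leave out noise shared between genes. They bear on the choice of the lists and cannot exclude such noise. Among the 10 other lists, 6 passed the threshold, with -0.90 for replication (adjusted p = 3.24e-17), -0.61 for mitosis (adjusted p = 6.07e-10), -1.41 for ERK output (adjusted p = 9.27e-10), 0.38 for FOXO-induced (adjusted p = 2.24e-06), -0.58 for heat shock (adjusted p = 2.24e-06) and 0.51 for interferon genes (adjusted p = 7.64e-08). All 6 kept direction and threshold with the GC trend removed and under both rescalings. With an estimated correlation, heat shock and interferon genes lost the threshold (adjusted p = 0.0569 for each). The other 4 lists did not pass (adjusted p from 0.0742 to 0.613). An effect of Lapatinib stays open as the biological explanation.

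Melatonin + Lapatinib against Lapatinib, also not reported in the paper, gave 7530 genes (3767 higher and 3763 lower). There were 8164 with the GC trend removed, and 6899 of the 7530 kept their direction and call under the stricter rescaling. With equal library totals 57.9% of the called genes were higher, compared with 50.0%. The EMT, SRC, NF-κB and IL6-JAK-STAT3 lists of Supplementary Fig. 1B were lower past the threshold, with -0.86 for EMT (28 of 29 lower, adjusted p = 1.06e-15), -0.61 for SRC (38 of 40 lower, adjusted p = 1.06e-15), -1.22 for NF-κB (4 of 4 lower, adjusted p = 0.00012) and -0.61 for IL6-JAK-STAT3 (11 of 12 lower, adjusted p = 1.22e-05). All 4 also passed with fry and with an estimated correlation. These 6 libraries were not among those on which the paper chose the genes, so that choice alone does not account for the fall. The median closest to 0 was -0.57 with equal library totals and -0.61 with the GC trend removed. Over all alternatives other than leaving out a replicate, medians came closer to 0. They reached -0.51 for EMT, -0.45 for SRC, -0.48 for NF-κB and -0.23 for IL6-JAK-STAT3, and all 4 lists stayed past the threshold. The fall is a candidate for an effect of Melatonin that persists beside Lapatinib, a hypothesis found and tested on the same data.

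In the same comparison, 7 of the 10 other lists passed the threshold, with -0.75 for replication (adjusted p = 4.14e-15), -0.45 for mitosis (adjusted p = 2.6e-07), 0.27 for ERK output (adjusted p = 0.0491), -0.52 for heat shock (adjusted p = 6.46e-06), 0.82 for ER stress (adjusted p = 8.13e-05), -0.25 for cholesterol synthesis (adjusted p = 0.00425) and -0.63 for interferon genes (adjusted p = 1.07e-06). With the GC trend removed 6 of the 7 kept direction and threshold, and under the stricter rescaling 6 did. ERK output did not pass with the GC trend removed (0.21, adjusted p = 0.0896) or with equal library totals (0.31, adjusted p = 0.0606, over its alternatives 0.00139 to 0.335). It also did not pass without Lapatinib replicate 1 (0.0622) or 3 (0.075) or Melatonin + Lapatinib replicate 2 (0.0638). Its call is therefore not firm, and its median did not shrink under the rescaling. As small changes of other kinds also cost it the call, an effect of GC content or scaling on the call cannot be told apart from none. With an estimated correlation replication alone of the 7 passed (adjusted p = 0.0183). The other 3 lists did not pass in camera (adjusted p from 0.149 to 0.156).

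The effect of Melatonin differed with and without Lapatinib in 2329 genes (1451 positive and 878 negative), by the interaction term of limma. Of 100 drawn splits of the 12 libraries, 2 gave as many, the real one included, and the other gave 2436. Such splits carry the effects of both drugs into the interaction term. In a further 100 draws, chosen after this, each drug's own effect was removed and the residuals of the libraries were redrawn, and 1, the real one, gave as many genes (1853 at most in the others), which argues against chance. The number rose to 3260 with the GC trend removed and 1604 genes kept their direction and call under the stricter rescaling. The called genes with a mean of at least 100 reads per library were 2160, which argues against few reads as the cause. Without Vehicle replicate 3 the number was 4226, so that library did not create the result but lowered the count. The excess of positive genes may come from the scaling, since 34.5% of the called genes were positive with equal library totals, compared with 62.3%.

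Of the 10 other lists, 4 passed the threshold in the interaction, with -0.15 for replication (22 of 26 negative, adjusted p = 3.93e-05), 0.37 for ERK output (14 of 16 positive, adjusted p = 1.63e-05), -0.12 for cholesterol synthesis (14 of 19 negative, adjusted p = 0.0105) and -0.41 for interferon genes (17 of 18 negative, adjusted p = 3.1e-08). Across fits that each left out 1 replicate, the cholesterol synthesis median ranged from -0.15 to -0.05 (without Vehicle replicate 3) and kept its call. The other 6 lists did not pass (adjusted p from 0.0731 to 0.926). All 4 kept direction and threshold with the GC trend removed and under both rescalings. They did not pass with an estimated correlation (adjusted p = 0.131 for each), and other splits gave medians as far from 0 in 81 of 100 draws for replication, 62 for ERK output, 34 for cholesterol synthesis and 24 for interferon genes. Those splits say nothing about chance, since they carry the effects of both drugs into the interaction term. With each drug's own effect removed, a test chosen after those numbers were seen, medians as far from 0 came in 2 of 100 draws for replication, 3 for ERK output, 1 for cholesterol synthesis and 1 for interferon genes, the real one included, which argues against chance. With the result under an estimated correlation, a difference of these lists stays a hypothesis.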

How the results depend on the processing

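The results were 4 numbers of genes, the lists of Supplementary Fig. 1B in 3 contrasts, the other lists, the correlation of both drugs' effects and ERBB2 relative to ACTB. Of 59 results reported, 17 kept direction and side of the threshold in every alternative other than leaving out a replicate. The tests of other lists with Lapatinib and the alternatives of voom, GC trend and equal library totals were chosen after seeing the data. Median-of-ratios rescaling and voom changed none of the results and named genes they were run on. The deposited values already carried median-of-ratios scaling, and voom used the same denominators, so neither tests the dependence on scaling. Of the named genes, ERBB3 and LAMP1 lost the threshold with moderation without a trend, and these and SNORA65 in the interaction with no moderation. It was also lost by 1 named gene with a pseudocount of 0.1 and by 3 without a minimum FPKM. With equal library totals 4 lost it, HSPA1B, LAMP1 and VCL among them. The cause was not tested for the changes below unless stated.

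With an estimated correlation in camera, NF-κB lost the threshold in Melatonin against Vehicle (-1.12, adjusted p = 0.0631, over its alternatives 1.4e-06 to 0.0631), as did replication (-0.55), mitosis (-0.43), FOXO-induced (0.22), heat shock (-0.62), ER stress (0.63) and interferon genes (-0.20). In Lapatinib against Vehicle it was lost by EMT (0.18), NF-κB (0.38), heat shock (-0.58) and interferon (0.51), beside Lapatinib by mitosis (-0.45), ERK output (0.27), heat shock (-0.52), ER stress (0.82), cholesterol synthesis (-0.25) and interferon (-0.63), and in the interaction by replication (-0.15), ERK output (0.37), cholesterol synthesis (-0.12) and interferon (-0.41). With fry, the threshold was passed by ERK output (-0.24) in Melatonin against Vehicle, by IL6-JAK-STAT3 (-0.04), lysosome (0.08), cholesterol synthesis (0.12) and AhR (0.11) in Lapatinib against Vehicle, by FOXO-induced (0.14), lysosome (0.01) and AhR (0.06) beside Lapatinib, and by FOXO-induced (-0.10), heat shock (0.17), ER stress (0.19) and AhR (0.24) in the interaction. Fry tests a shared shift of a list against no change, while camera compares a list with the other genes.

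Without a minimum FPKM, 35182 genes were tested, and the interaction fell to 1499 genes. ERK output passed in Melatonin against Vehicle (-0.24). In Lapatinib against Vehicle, EMT (-0.01) and IL6-JAK-STAT3 (0.02) reversed and lysosome passed (0.10). Beside Lapatinib FOXO-induced passed (0.14) and lysosome reversed (-0.01). In the interaction FOXO-induced (-0.10), heat shock (0.17), ER stress (0.19) and AhR (0.19) passed, and lysosome went to 0. With a minimum of 1, AhR reversed in Melatonin against Vehicle (-0.07) and Lapatinib against Vehicle (-0.03), and ERK output beside Lapatinib lost the threshold (0.27). With a pseudocount of 0.1, EMT lost it in Lapatinib against Vehicle (0.24).

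With quantile normalization, cholesterol synthesis reversed (0.09) and lysosome passed (0.09) in Melatonin against Vehicle. In Lapatinib against Vehicle, ER stress reversed (0.17) and lysosome (0.21) and cholesterol synthesis (0.26) passed. In the interaction lysosome reversed (-0.09), and mitosis reversed and passed the threshold (-0.13, adjusted p = 0.00599, over its alternatives 0.00599 to 1). With equal library totals, cholesterol synthesis reversed in Melatonin against Vehicle (0.10). IL6-JAK-STAT3 (0.07) and ER stress (0.12) reversed in Lapatinib against Vehicle, EMT lost the threshold (0.27), and lysosome (0.20) and cholesterol synthesis (0.24) passed. ERK output lost it beside Lapatinib (0.31), and mitosis (-0.09) and lysosome (-0.10) reversed in the interaction. With the GC trend removed, EMT lost it (0.20), lysosome (0.13) and cholesterol synthesis (0.17) passed and ER stress reversed (0.04) in Lapatinib against Vehicle, ERK output lost it (0.21) and lysosome reversed (-0.04) beside Lapatinib, and lysosome reversed in the interaction (-0.02). EGFR reversed under quantile normalization (0.01) and equal totals (0.08).

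The replicate numbers did not pair the libraries, since deviations of Vehicle and Melatonin libraries of the same number correlated at 0.08, 0.01 and 0.18. With the number as a block, EMT in Lapatinib against Vehicle lost the threshold (0.18, adjusted p = 0.0533, over its alternatives 0.000165 to 0.442), as did ERBB3 in Melatonin against Vehicle (0.19, adjusted p = 0.0544). Fitting the compared libraries alone cost ERK output beside Lapatinib its call (0.27, adjusted p = 0.0906).

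The correlation of both drugs' fold changes, 0.36, moved to 0.37 without a minimum FPKM, 0.30 with quantile normalization, 0.33 with equal totals and 0.44 as Spearman's rho. With the Vehicle libraries split between the drugs it was 0.30, 0.30 and 0.20. ERBB2 was 1.08 times Vehicle when not taken relative to ACTB.

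Across fits that each left out one replicate, Melatonin against Vehicle gave 4793 to 7232 genes. The interaction gave 1267 (without Lapatinib replicate 1) to 4226 (without Vehicle replicate 3). In Melatonin against Vehicle, interferon genes ranged from -0.23 to -0.19 and lost the threshold without Vehicle replicate 3 (adjusted p = 0.0598), and lysosome genes ranged from -0.03 (without Vehicle replicate 3) to 0.02, also reversed without Melatonin replicates 1 (-0.01) and 2 (-0.02). In Lapatinib against Vehicle, EMT ranged from 0.15 to 0.23 and did not pass without Vehicle replicate 3 (adjusted p = 0.116) or Lapatinib replicate 2 (adjusted p = 0.0655). IL6-JAK-STAT3 ranged from -0.12 to 0.02 (without Lapatinib replicate 3), and ER stress from -0.03 to 0.01 (without Vehicle replicate 3 or Lapatinib replicate 2). Lysosome ranged from 0.01 to 0.10 and passed without Vehicle replicates 1 (adjusted p = 0.0482) and 2 (adjusted p = 0.0329) and Lapatinib replicate 1 (adjusted p = 0.0473). Cholesterol synthesis ranged from 0.07 to 0.16 and passed without Vehicle replicate 1 (adjusted p = 0.0482) and Lapatinib replicate 1 (adjusted p = 0.0473). Beside Lapatinib, ERK output ranged from 0.23 to 0.32 and did not pass without Lapatinib replicates 1 (adjusted p = 0.0622) and 3 (adjusted p = 0.075) or Melatonin + Lapatinib replicate 2 (adjusted p = 0.0638), and lysosome ranged from -0.01 (without Lapatinib replicate 1 or Melatonin + Lapatinib replicate 3) to 0.04. In the interaction, lysosome ranged from 0 (without Lapatinib replicate 1) to 0.10, and heat shock from 0.10 to 0.24, passing without Lapatinib replicate 3 (adjusted p = 0.0496). The correlation ranged from 0.35 to 0.42, moved by leaving out Vehicle replicate 1 (0.37) or 3 (0.42), ERBB2 relative to ACTB from 1.72 to 1.82, and EEA1 from -0.02 (without Melatonin replicate 3) to 0.07. ERBB3 (0.13 to 0.22) passed only without Vehicle replicate 3, and otherwise had adjusted p values from 0.0573 to 0.124. LAMP1 (-0.23 to -0.16) did not pass without Vehicle replicate 1 or 2 or Melatonin replicate 2 or 3 (adjusted p from 0.109 to 0.137), and HSPA1B (-0.26 to -0.18) not without Melatonin replicate 1 (adjusted p = 0.0513) or 3 (adjusted p = 0.0623). SNORA65 in the interaction (1.74 to 2.54) did not pass in 9 of 12 fits (adjusted p from 0.0527 to 0.101), and did without Melatonin replicate 3, Lapatinib replicate 2 or Melatonin + Lapatinib replicate 1. Depth limits the genes under the minimum FPKM, of which the EMT, SRC, NF-κB and IL6-JAK-STAT3 lists hold 35.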

Differences from the paper's values

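The level of HER2 mRNA (ERBB2) relative to ACTB in HCC1954 cells with 2 mM Melatonin was 1.77 times that of Vehicle in the RNA-Seq data (3 libraries per group, two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The paper's value by qRT-PCR is about 0.98 in Supplementary Fig. 2, read by eye. Of the alternatives set before the data were examined, the level of ERBB2 not taken relative to ACTB was 1.08. That is a different quantity from the paper's value, which is relative to ACTB. With the deposited scaling ACTB itself was at 0.61 times Vehicle, so the ratio of 1.77 came mostly from the lower ACTB. Neither value is a fall of HER2 mRNA, and the paper likewise reports no downregulation of it. The 6 fits that each left out 1 replicate gave 1.72 to 1.82 relative to ACTB, all above the paper's value.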

Other observations

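The tests of GC content and scaling on the number of genes, of ACTB, of the SRC list and of the shared Vehicle libraries were chosen after the result was seen, and those of read totals, of Vehicle replicate 3 and of both drugs compared directly before it.

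Between Vehicle and Melatonin, 6412 genes had an adjusted p under 0.05 from limma, and the real split alone, 1 of 10, gave as many (1 gene at most in the others). For the EMT, SRC, NF-κB and IL6-JAK-STAT3 lists of Supplementary Fig. 1B, the SRC list without replication and mitosis genes and 8 of the 10 other lists, 1 of 10 splits gave a median as far from 0, compared with 9 of 10 for lysosome and 3 of 10 for cholesterol synthesis genes. The Vehicle libraries hold more reads. With every library thinned to the lowest total, 6289 genes were called, which argues against depth as the cause. With the GC trend removed 7623 were called, and 4888 of the 6412 kept direction and call under the stricter of equal library totals and quantile normalization. The excess of lower genes may come from the scaling, since 31.3% of the called genes were lower with equal library totals. The 4 other lists that did not pass were ERK output (-0.24, adjusted p = 0.113 from limma's camera), lysosome (0.01, adjusted p = 0.313), cholesterol synthesis (-0.08, adjusted p = 0.313) and AhR genes (0.05, adjusted p = 0.866). Without its replication and mitosis genes the SRC list had a median of -0.45 (33 of 33 lower, adjusted p = 5.09e-12), which decides nothing, since its genes were chosen for falling in these libraries. In Melatonin + Lapatinib against Lapatinib, on which they were not chosen, the list without these genes had a median of -0.54 (31 of 33 lower, adjusted p = 5.63e-12), which argues against replication and mitosis genes as the whole of its fall there.

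Vehicle replicate 3 lay apart from the other Vehicle libraries. The deviation of its genes from the group mean had a Spearman's rho of -0.59 with GC content. Melatonin + Lapatinib replicate 1 (-0.52) and Melatonin replicate 3 (-0.42) also had negative values. Deviations from a group's own mean cancel over its libraries, so these values cannot show whether the trend was particular to Vehicle replicate 3. Removing the GC trend took away 54.5% of the excess squared distance of Vehicle replicate 3 to the other Vehicle libraries. GC content may therefore account for most of that distance, and the rest stays open. No biological explanation was tested.

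ERBB2 mRNA was at 755.0 ± 61.6 FPKM (SD, n = 3) in Vehicle and 818.8 ± 38.8 FPKM (SD, n = 3) in Melatonin (two-sided exact permutation test, p = 0.3). Its log2 fold change was 0.12 (adjusted p = 0.243 from limma), and it passed the threshold with the GC trend removed (0.14), equal library totals (0.30) and quantile normalization (0.58). ACTB was at 1216 ± 161 FPKM (SD, n = 3) in Vehicle and 744.0 ± 52.2 FPKM (SD, n = 3) in Melatonin, 0.61 times Vehicle (two-sided exact permutation test, p = 0.1). With equal library totals its log2 fold change was -0.52, past the threshold, which argues against scaling as the whole cause. The median of 18 other actin cytoskeleton genes and targets of serum response factor, a list written after the fall was seen, was -0.19 (13 of 18 lower, adjusted p = 0.103 from limma's camera). With ACTB included it was -0.20 (14 of 19 lower, adjusted p = 0.0614 from camera and 0.0223 from fry). In Melatonin + Lapatinib against Lapatinib these 19 genes had a median of -0.23 (adjusted p = 0.00743 from camera, 0.46 with an estimated correlation). With an estimated correlation the 19 genes also did not pass in Melatonin against Vehicle (adjusted p = 0.676 from camera). As the 18 genes without ACTB did not pass there either, a fall of this set beyond ACTB is not established.

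For other genes of proteins in the paper, the log2 fold change with Melatonin was -0.60 for HSP90AA1 (adjusted p = 0.000168 from limma), -0.83 for HSP90AB1 (8.38e-05), -0.99 for HSPA8 (7.74e-05), -0.51 for HSPA1A (0.00423), -0.23 for HSPA1B (0.016), 0.24 for CDH1 (0.00598), -0.31 for VCL (0.00271), -0.19 for LAMP1 (0.0395), 0.19 for ERBB3 (0.0413), 0.04 for EEA1 (0.699) and -0.09 for EGFR (0.262). HSPA1A and HSPA1B are nearly identical, and reads could not be assigned to one of them with certainty. Both encode HSP70, which the paper reports as increased in protein (Fig. 4A), so the direction of their mRNA was the opposite. The calls of HSPA1B (-0.06) and LAMP1 (-0.01) were lost with equal library totals and quantile normalization, and that of VCL (-0.14) with equal library totals. Leaving out single replicates cost ERBB3 its call in 5 of 6 fits, LAMP1 in 4 and HSPA1B in 2, so these calls are not firm. CDH2 had 0 to 3 reads in the Vehicle and 1 to 2 in the Melatonin libraries, so that a change was not detectable at this depth, and ERBB4 and CYP3A4 were also under the minimum FPKM. These values are mRNA and not protein.

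The paper relates effects of Melatonin to those of HER2-targeted agents. Across 14856 genes, which are not independent replicates, the fold changes of Melatonin and Lapatinib against the same Vehicle libraries had a Pearson's r of 0.36. Unchanged groups simulated against shared Vehicle libraries gave a mean r of 0.50, which is above the observed value, since shared noise is all they hold. A simulation with both drugs' effects shuffled among genes, added after that value was seen, gave a mean r of 0.15 and at most 0.17. With the Vehicle libraries split between the drugs, r was between 0.20 and 0.30. Of 7364 genes called for Melatonin in the fit of 12 libraries, 73.6% had the same direction with Lapatinib, compared with 74.8% in unchanged groups simulated against shared Vehicle libraries and 57.1% with effects shuffled among genes (58.4% at most), a simulation that also shares the Vehicle libraries. With the Vehicle libraries split between the drugs the share was 72.7 to 73.3%, for genes still chosen on all of them. This argues against the shared libraries as the whole cause. Of these genes 4902 were called for both drugs, 3881 in the same and 1021 in opposite directions. In Melatonin against Lapatinib directly, ERK output genes had a median of 1.27 (15 of 16 higher with Melatonin, adjusted p = 2.17e-09 from limma's camera), which argues against chance in that difference between the drugs. Replication (0.30), mitosis (0.14) and ER stress genes (0.32) were also higher past the threshold. Interferon (-0.82), cholesterol synthesis (-0.22) and FOXO-induced genes (-0.20) were lower past it. So were EMT (-0.89), SRC (-0.10), NF-κB (-1.59) and IL6-JAK-STAT3 (-0.34), lists chosen for falling with Melatonin. Lysosome, heat shock and AhR genes did not pass.

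Among genes past the threshold, the largest rises with Lapatinib were in MMP13 (2.56), SPINK8 (2.26, 3 to 9 reads in the Vehicle libraries) and CDKN2B (2.08), and the largest falls in ETV4 (-2.89), MYEOV (-2.79) and ETV5 (-2.62), as log2 fold changes. Melatonin beside Lapatinib raised CHAC1 (3.01), GDF15 (2.63) and S100P (2.60) most and lowered PLAT (-3.68), KRT4 (-3.52) and MMP7 (-2.85) most. In the interaction, also among genes past the threshold, the largest positive values were in SNORA65 (2.08, not past the threshold in 9 of 12 fits that each left out one replicate), FGG (1.89) and ENSG00000263660 (1.63), and the largest negative ones in ENSG00000216109 (-2.27), a U4 gene (ENSG00000278374, -1.96) and MMP13 (-1.83). SNORA65, ENSG00000263660, ENSG00000216109 and the U4 gene had at most 18 reads in any library, for ENSG00000263660 and ENSG00000216109 from a common unit.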
